# Role of bulge epidermal stem cells and TSLP signaling in psoriasis

**DOI:** 10.15252/emmm.201910697

**Published:** 2019-09-26

**Authors:** Nuria Gago‐Lopez, Liliana F Mellor, Diego Megías, Guillermo Martín‐Serrano, Ander Izeta, Francisco Jimenez, Erwin F Wagner

**Keywords:** epidermal hyper‐proliferation, hair follicle stem cells, lineage tracing, psoriasis, thymic stromal lymphopoietin, Regenerative Medicine, Skin

## Abstract

Psoriasis is a common inflammatory skin disease involving a cross‐talk between epidermal and immune cells. The role of specific epidermal stem cell populations, including hair follicle stem cells (HF‐SCs) in psoriasis is not well defined. Here, we show reduced expression of c‐JUN and JUNB in bulge HF‐SCs in patients with scalp psoriasis. Using lineage tracing in mouse models of skin inflammation with inducible deletion of c‐Jun and JunB, we found that mutant bulge HF‐SCs initiate epidermal hyperplasia and skin inflammation. Mechanistically, thymic stromal lymphopoietin (TSLP) was identified in mutant cells as a paracrine factor stimulating proliferation of neighboring non‐mutant epidermal cells, while mutant inter‐follicular epidermal (IFE) cells are lost over time. Blocking TSLP in psoriasis‐like mice reduced skin inflammation and decreased epidermal proliferation, VEGFα expression, and STAT5 activation. These findings unravel distinct roles of HF‐SCs and IFE cells in inflammatory skin disease and provide novel mechanistic insights into epidermal cell interactions in inflammation.

## Introduction

The epidermis is a stratified epithelium undergoing constant renewal due to the presence of stem cells (Alberts *et al*, 2002). It is composed of the inter‐follicular epidermis (IFE), which consists of layers of keratinocytes, hair follicles, and associated sebaceous and sweat glands (Fuchs, 2008). Within the IFE, epidermal stem cells are localized in the basal cell layer. Upon commitment to terminal differentiation, basal stem cells asymmetrically divide giving rise to post‐mitotic suprabasal layers establishing an epidermal barrier (Fuchs, 2008). In addition to the IFE, distinct regions in the hair follicle contain hair follicle stem cells (HF‐SCs), such as the bulge, isthmus and junctional zone of hair follicle, and sebaceous glands (Liu *et al*, 2003; Horsley *et al*, 2006; Jensen *et al*, 2009). Differential expression of specific markers characterizes the different stem cell subpopulations, allowing the study of their specific contributions to different aspects of cell behavior. For instance, in mice, HF‐SCs in the bulge region express CD34, while both HF‐SCs and IFE basal keratinocytes express integrin‐α6 (CD49f; Liu *et al*, 2003; Trempus *et al*, 2003; Horsley *et al*, 2006, 2008; Jaks *et al*, 2008; Jensen *et al*, 2009; Snippert *et al*, 2010). These different stem cell populations from IFE and hair follicles also have distinct roles during skin remodeling, wound healing, and homeostasis. For example, during homeostasis, committed progenitor cells (transit‐amplifying keratinocytes) of the IFE maintain the tissue renewal, while HF‐SCs remain largely quiescent until the onset of HF growth (Ito *et al*, 2005; Blanpain & Simons, 2013). During wound healing and acute inflammation, both IFE epidermal stem cells and K15^+^ bulge HF‐SCs contribute to early wound re‐epithelialization by increasing their proliferation rates, thereby expanding the pool of progenitor cells that migrate out of the follicles toward the wound (Ito *et al*, 2005; Levy *et al*, 2005; Arwert *et al*, 2012; Mascre *et al*, 2012; Blanpain & Simons, 2013). Furthermore, it is reported that basal and squamous skin cell carcinomas arise from K15^+^ bulge HF‐SCs (Trempus *et al*, 2007; Lapouge *et al*, 2011; Schober & Fuchs, 2011; Wang *et al*, 2011). However, little is known about the specific contribution of K15^+^ bulge HF‐SCs and IFE stem cells to the development of chronic inflammatory skin diseases such as psoriasis.

Psoriasis is a common heterogeneous inflammatory disease of unknown etiology, with an estimated worldwide prevalence of 3% in the population (Wagner *et al*, 2010). The vast majority of patients develop a chronic “plaque‐type” psoriasis referred to as psoriasis vulgaris. The most common sites of psoriasis are the elbows, knees, forearms, shins, retro‐auricular regions, and scalp (Wolf‐Henning Boehncke, 2015). Scalp psoriasis is the most common type of psoriasis, representing 50% of the cases of psoriatic patients (Icen *et al*, 2009). Approximately 75–90% of patients with plaque‐type psoriasis in other areas also develop psoriasis in the scalp (Ortonne *et al*, 2009). Psoriatic plaques are characterized and perpetuated by hyper‐proliferation of keratinocytes, impaired differentiation and permanent infiltration of neutrophils and T cells (Wagner *et al*, 2010). Many studies have focused on immunological aspects of the disease; however, treatments against immunological targets are not completely effective, and recurrence and chronicity prevail. In an epidermal context, it has been demonstrated that human transit‐amplifying keratinocytes in psoriatic plaques exhibit increased proliferation and a reduced apoptotic rate, fostering epidermal hyper‐proliferation and altered differentiation *in situ* and *in vitro* (McKay & Leigh, 1995; Truzzi *et al*, 2011). However, it remains unclear which epidermal lineages give rise to psoriasis, since a longitudinal analysis of the behavior of psoriatic keratinocytes in human patients is not achievable.

Genetically engineered mouse models (GEMMs) of psoriasis have been generated to mimic various aspects of the disease (Wagner *et al*, 2010). We have previously generated an inducible epidermal‐specific double knockout mouse model by epidermal deletion of c‐Jun and JunB using the K5 promoter (referred as DKO*). This model develops a psoriasis‐like disease within 2 weeks after induction, exhibiting several psoriatic hallmarks including hyper‐ and parakeratosis, inflammatory infiltrate, elevated levels of cytokines/chemokines, increased subepidermal vascularization, and some co‐morbidities like bone loss and arthritic joints (Zenz *et al*, 2005). Our goal in this study is to elucidate the specific contribution of different epidermal stem cell populations during the development of psoriasis‐like disease, by applying a novel strategy to simultaneously track the IFE and K15^+^ bulge HF‐SCs stem cell lineages in the DKO*‐psoriasis‐like mouse model. This model allows us to permanently label different cell populations involved in the development of psoriasis‐like disease *in vivo*, and to investigate the specific role of each population during disease initiation and development. Using this new mouse model, we found that a small fraction of K15^+^ bulge HF‐SCs can initiate a psoriasis‐like disease. Mutant bulge HF‐SCs are able to survive, whereas IFE cells disappear during disease progression. Furthermore, mutant bulge HF‐SCs and basal keratinocytes secrete thymic stromal lymphopoietin (TSLP), which induces proliferation of neighboring non‐mutant keratinocytes. These results emphasize the heterogeneity of epidermal stem cells and their role in psoriasis‐like development, and define a mechanistic basis for epidermal hyperplasia through TSLP paracrine signaling.

## Results

### c‐JUN and JUNB levels are reduced in bulge hair follicle stem cells (HF‐SCs) from scalp psoriasis patients

Previous results have reported alterations in the expression levels of c‐JUN and JUNB in the inter‐follicular epidermis (IFE) of psoriatic plaques from human patients (Zenz *et al*, 2005); however, it is not known whether the expression levels of c‐JUN and JUNB are affected in epidermal stem cells. While there are no specific markers to identify IFE stem cells, keratin 15 (K15)‐positive cells represent the vast majority of HF‐SCs located in the bulge of hair follicles (Liu *et al*, 2003; Purba *et al*, 2014). Another marker that identifies putative bulge HF‐SCs in human HFs is CD200 (Purba *et al*, 2014). We analyzed the expression of c‐JUN and JUNB in the bulge region of HFs from scalp psoriatic patients, a common form of human psoriasis (Figs 1 and EV1A). K15 was highly expressed in hair follicles, and low expression was also found in some basal keratinocytes of the scalp epidermis (Fig 1A and B). K15^+^ basal cells located in the outer root sheath (ORS) of the bulge region showed significantly reduced expression of c‐JUN and JUNB in lesional hair follicles in anagen phase (38 and 12%, respectively), while c‐JUN and JUNB were expressed in 70 and 50%, respectively, in non‐lesional hair follicles and healthy scalp (Fig 1A–J). The reduction was confirmed in putative bulge HF‐SCs identified by the surface marker CD200 (Fig EV1A).

**Figure 1:**
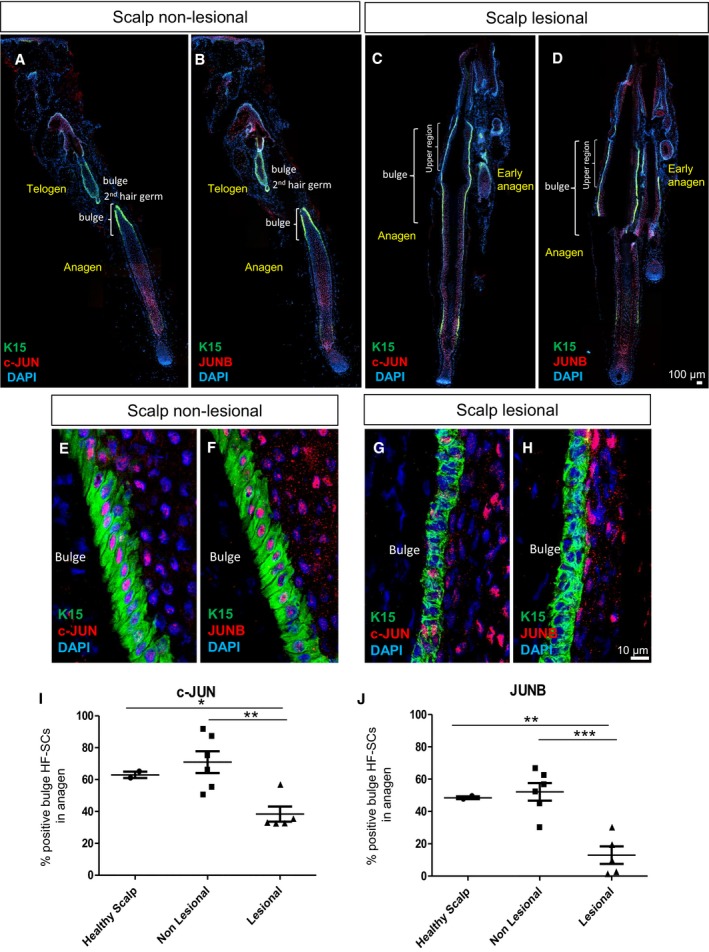
Scalp psoriasis exhibits reduced expression of c‐JUN and JUNB in hair follicle stem cells (HF‐SCs) A–DRepresentative composite immunofluorescence images of whole hair follicle units from non‐lesional and lesional scalp psoriasis patients. K15 (green), c‐JUN (red in A, C) and JUNB (red in B, D) and DAPI (blue).E–HConfocal images of the bulge region of human psoriatic hair follicles from non‐lesional and lesional regions of the scalp. K15 (green), c‐JUN (red in E, G) and JUNB (red in F, H) and DAPI (blue).I, JPercentage of HF‐SCs (K15^+^) that express c‐JUN (I) and JUNB (J) in the bulge region of human psoriatic hair follicles from non‐lesional and lesional scalp in comparison with healthy scalp. *n* = 2–6 hair follicles in anagen per group from five psoriatic patients and two healthy patients. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01, ***P < 0.001 (Student's two‐tailed *t*‐test relative to controls). See Appendix Table S2 for exact *P*‐values. Source data are available online for this figure.

**Figure EV1:**
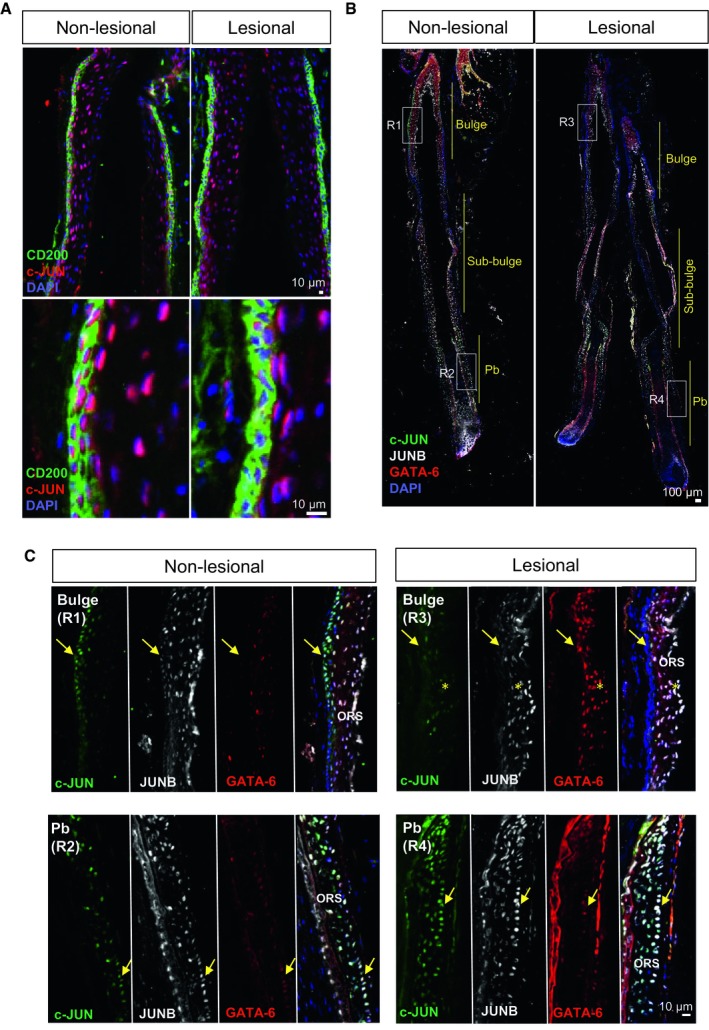
Characterization of c‐JUN/JUNB in distinct hair follicle stem cell populations from scalp psoriasis patients (related to Fig 1) AConfocal images of the bulge region of human psoriatic hair follicles from non‐lesional and lesional regions of the scalp. CD200 (green), c‐JUN (red), DAPI (blue).B, CRepresentative composite immunofluorescence images of whole hair follicle units by confocal from non‐lesional and lesional scalp psoriasis patients (B) and magnification images of specific regions from the HFs (C). c‐JUN (green), JUNB (gray), GATA‐6 (red), and DAPI (blue). Yellow arrows represent the outer root sheath basal layer in the bulge (R1, R3) and proximal bulb (Pb, R2, R4). Yellow asterisks represent overexpression of GATA‐6 in suprabasal layers of the outer root sheath in lesional bulge region.

Only bulge HF‐SCs exhibited reduced c‐JUN/JUNB expression, while basal and suprabasal ORS layers in the sub‐bulge and proximal bulb regions maintained the expression of c‐JUN/JUNB (Fig EV1B and C). In addition, other regulators of HF‐SC renewal from other regions in the hair follicle, such as GATA‐6, expressed in progenitor matrix cells (bulb) in mice were analyzed (Wang *et al*, 2017). Interestingly, GATA‐6 was up‐regulated in suprabasal ORS layers in the bulge region from psoriatic lesional scalps, while no differences were observed in GATA‐6‐positive cells from the proximal bulb (Fig EV1C). These findings show that scalp psoriasis is associated with a reduction of c‐JUN and JUNB in bulge HF‐SCs along with GATA‐6 increased expression.

### Epidermal stem cell lineage tracing in the DKO* psoriasis‐like mouse model

The differential expression of c‐JUN and JUNB in CD200^+^/K15^+^ bulge HF‐SCs in human samples of psoriatic plaques directed us to explore the potential causal contribution of epidermal stem cell populations to the initiation and development of psoriasis. To this end, we applied mouse genetics to ablate the expression of c‐Jun and JunB, first globally in all epidermal stem cell populations present in both the basal layer of the IFE and hair follicle units during homeostasis (Byrne *et al*, 1994). We crossed the well‐established DKO* psoriasis‐like mouse model (Zenz *et al*, 2005) with the mT/mG fluorescent reporter mouse. The psoriasis‐like phenotype in DKO*‐mT/mG mice was induced by the genetic deletion of c‐Jun and JunB floxed alleles in K5^+^ basal keratinocytes and K5^+^ epidermal stem cells after tamoxifen administration. This treatment also induced an irreversible replacement of the constitutive Tomato expression (red) by the expression of GFP only in K5^+^ basal keratinocytes and K5^+^ epidermal stem cells (Fig 2A), allowing tracing of epidermal stem cells and their progeny (transient‐amplifying and differentiated keratinocytes) during psoriasis progression. Mice expressing Cre recombinase under the control of the K5 promoter with wild‐type or heterozygous c‐Jun and JunB were used as controls (Co‐mT/mG).

**Figure 2:**
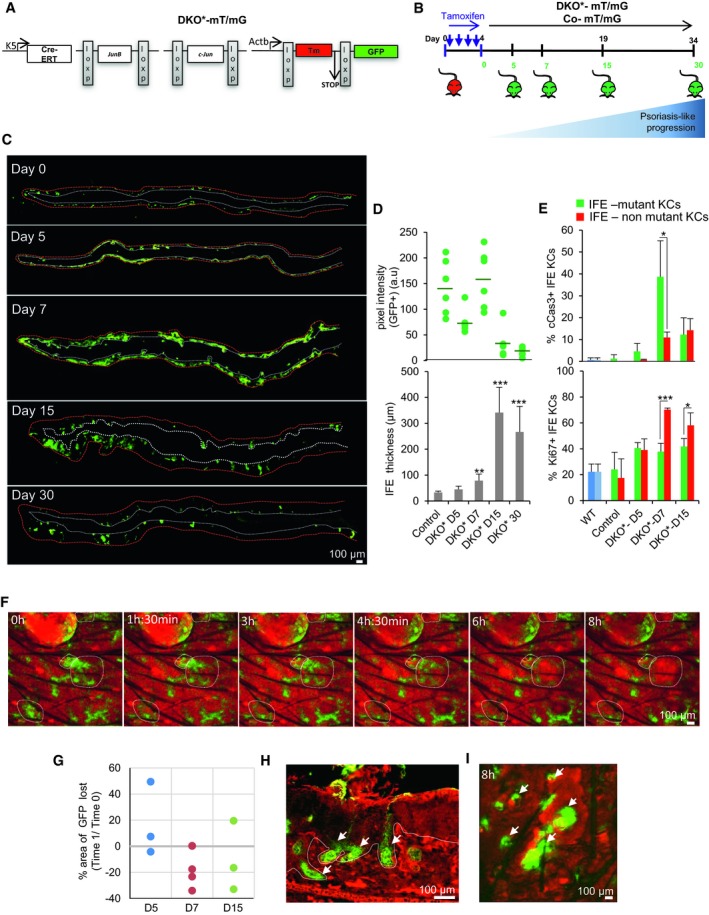
Mutant and non‐mutant inter‐follicular keratinocytes have different proliferation and apoptotic rates during psoriasis‐like disease progression ASchematic representation of the JunB and c‐Jun double knockout mouse model (DKO*) with lineage tracing used to investigate the psoriasis‐like disease development in mice. Briefly, DKO* psoriasis‐like mouse model was generated by the cross of mice carrying the floxed *JunB* allele (*JunB* ^*f/f*^) and floxed *c‐Jun* allele (*c‐Jun* ^*f/f*^) with the transgenic mice expressing the Cre recombinase–estrogen receptor fusion under the control of the basal keratinocyte‐specific K5 promoter (K5‐Cre‐ERT) to obtain *JunB* ^*f/f*^ *c‐Jun* ^*f/f*^ K5‐Cre‐ERT mice. To trace epidermal‐specific deletion of *JunB* ^*f/f*^ and *c‐Jun* ^*f/f*^ in DKO* mice, global double‐fluorescent Cre reporter mouse Gt(ROSA)26Sor^tm4(ACTB‐tdTomato,‐EGFP)Luo/J^ (referred as mT/mG) was crossed with DKO* mice (referred as DKO*‐mT/mG).BExperimental timeline to induce psoriasis‐like disease in 8‐week‐old mice with four consecutive doses of tamoxifen injections (2 mg). Upon induction, non‐mutant keratinocytes express Tomato, while mutant keratinocytes express GFP. GFP expression was analyzed at 0, 5, 7, 15, and 30 days post‐induction.CComposite immunofluorescence images showing GFP expression of whole ear sections from DKO*‐mT/mG mice at day 5, 7, 15, and 30. Increased GFP expression is shown at day 7 followed by progressive decrease of GFP^+^ keratinocytes (white dotted line represents basal layer, and red dotted line represents outermost skin layer). *n* = 3 per time point.DQuantification analysis of GFP expression (top) and epidermal thickness (bottom) of DKO* mice at different time points during psoriasis‐like disease progression. *n* = 6 per time point. Data represent mean ± SD. Statistical significance **P < 0.01, ***P < 0.001 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐values.EQuantification analysis of cleaved caspase‐3 (cCas3, top) and Ki67 (bottom) in ear skin of DKO* mice at different time points during psoriasis‐like disease progression. *n* = 3 per time point. Data represent mean ± SD. Statistical significance *P < 0.05, ***P < 0.001 (Student's two‐tailed *t*‐test). See Appendix Table S2 for exact *P*‐values.FIntravital confocal time‐lapse imaging of non‐mutant Tomato keratinocytes and mutant GFP keratinocytes of DKO*‐mT/mG at day 7 after first tamoxifen injection. Dotted circles emphasize areas in which mutant GFP^+^ keratinocytes are replaced by non‐mutant Tomato^+^ keratinocytes.GPercentage of GFP^+^ area eliminated during intravital confocal time‐lapse imaging at day 5, 7, and 15 in DKO*‐mT/mG mice (Time‐lapse 1:8 h). Positive value: Area of GFP increased. Negative value: Area of GFP reduced.HFluorescence imaging of DKO*‐mT/mG ear skin at day 30 after first tamoxifen injection shows that remaining mutant GFP^+^ keratinocytes reside along the hair follicles. White dotted line separates epidermis and dermis. White arrows represent GFP^+^ hair follicles.IIntravital confocal time‐lapse imaging of DKO*‐mT/mG at day 15 after first tamoxifen injection. Mutant GFP^+^ keratinocytes (white arrows) are maintained around hair follicles. White arrows represent GFP^+^ hair follicles. Source data are available online for this figure.

We first analyzed the labeling efficiency and epidermal specificity of GFP in Co‐mT/mG ear skin 15 days after tamoxifen injection. Without tamoxifen, 95 ± 5% of epidermal cells expressed Tomato and only few keratinocytes expressed GFP (Fig EV2A). Following tamoxifen treatment, Tomato expression decreased and GFP expression increased by ~ 60–70% in K5^+^ epidermal cells of IFE, hair follicles, and sebaceous glands (Fig EV2B, upper panels). DKO*‐mT/mG mice treated with tamoxifen developed a psoriasis‐like phenotype 2 weeks after induction, mainly in the ears, head, paws, and tail, as previously reported (Zenz *et al*, 2005). We next analyzed the expression of GFP in this psoriasis‐like DKO*‐mT/mG ear skin. Interestingly, although hyperplasia was present throughout the epidermis, only small patches of hyperplastic keratinocytes expressed GFP in IFE, hair follicles, and sebaceous glands, showing a mosaic pattern of mutant^GFP^‐positive keratinocytes among a majority of non‐mutant^Tom^‐positive keratinocytes (Fig EV2B, lower panels). We confirmed that the deletion of c‐Jun and JunB occurred only in mutant^GFP^ epidermal cells using fluorescence microscopy (Fig EV2C). Therefore, our tracing system successfully allows studying the dynamics of mutant^GFP^ epidermal stem cells and their progenitor cells, and non‐mutant^Tom^ epidermal stem cells and their progenitor cells in this psoriasis‐like mouse model.

**Figure EV2:**
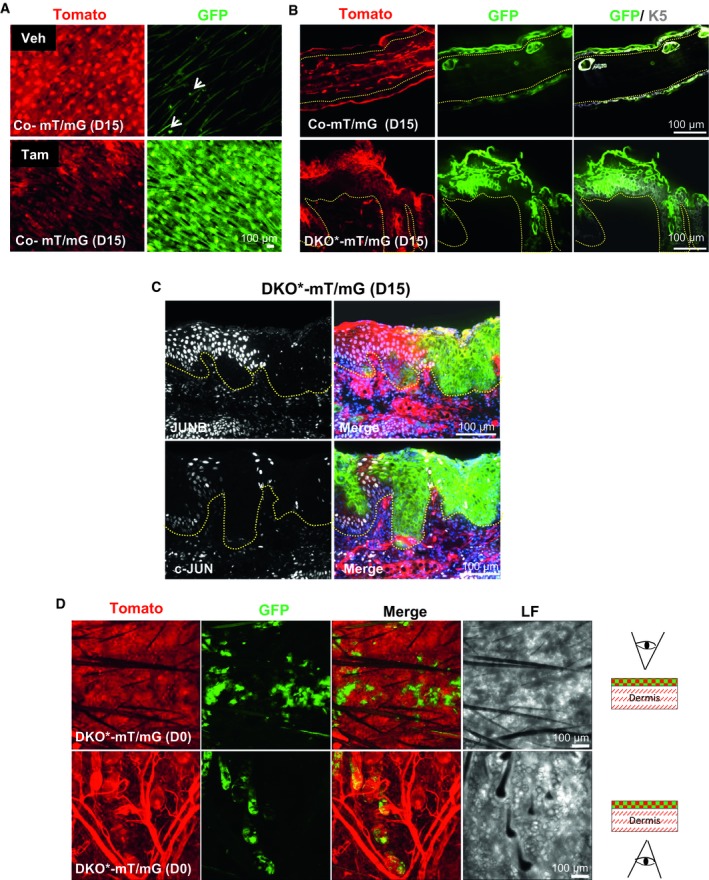
Validation of the lineage tracing system in Co‐mT/mG and DKO*‐mT/mG mice (related to Fig 2) AWhole mount of ear skin from co‐mT/mG mice before (VEHICLE) and after tamoxifen at day 15. White arrows represent isolated spots of GFP in vehicle skin.BImmunofluorescence images of Co‐mT/mG ear skin sections and DKO*‐mT/mG at day 15 after tamoxifen treatment, co‐stained with K5 (white). Yellow dotted line separates epidermis and dermis.CImmunofluorescence images of c‐Jun and JunB staining in DKO*‐mT/mG at day 15 after tamoxifen treatment showing GFP^+^ keratinocytes are negative for c‐Jun and JunB expression. GFP (green), Tomato (red), JunB and c‐Jun (white), DAPI (blue). Yellow dotted line separates epidermis and dermis.DRepresentative images of whole mounts of ear skin from DKO*‐mT/mG at day 0 after tamoxifen treatment in two views, from the epidermis and from the dermis, to distinguish the expression of GFP^+^ epidermal cell into the IFE and HFs.

### Mutant and non‐mutant IFE keratinocytes exhibit different proliferation and apoptosis rates during psoriasis‐like development

To further understand the mosaic deletion pattern in the DKO*‐mT/mG psoriasis‐like mouse model, we traced GFP expression after tamoxifen injection during the initiation (day 0–5), mid‐term (day 7–9), and late‐term (day 15–30) stages of the disease (Fig 2B). Initial epidermal cells labeled for GFP^+^ at day 0 after the last injection with tamoxifen are observed in isolated groups of cells in IFE and hair follicles (Figs 2C and EV2D). Composite images of whole ear sections showed that mutant^GFP^ keratinocytes are increased at 5–7 days followed by a drastic reduction at days 15–30, whereas immune cell infiltration and epidermal thickening sharply increased over time (Fig 2C and D; Appendix Fig S1A–C).

We then analyzed apoptosis and proliferation by cleaved caspase‐3 (cCas3) and Ki67 expression, respectively. Apoptosis was observed in mutant^GFP^ and non‐mutant^Tom^ keratinocytes from the IFE of DKO*‐mT/mG mice during psoriasis‐like progression, although at day 7 after induction, the apoptosis rate was higher in mutant^GFP^ keratinocytes (38%), when compared to non‐mutant^Tom^ keratinocytes (10%) (Fig 2E, upper panel). Interestingly, 78% of non‐mutant^Tom^ keratinocytes expressed Ki67 vs. 40% of mutant^GFP^ keratinocytes, suggesting a proliferative advantage of non‐mutant^Tom^ keratinocytes (Fig 2E, lower panel). The rapid loss of mutant^GFP^ keratinocytes in the ear skin of DKO*‐mT/mG mice was also confirmed by intravital confocal imaging analyses at day 7 after induction (Fig 2F and G, and Movie EV1). Overall, these findings suggest that the psoriasis‐like phenotype in the IFE of DKO*‐mT/mG mice is characterized by different proliferation and apoptotic rates of distinct mutant and non‐mutant populations during psoriasis‐like progression.

The global proliferation/apoptosis imbalance led to almost complete depletion of mutant^GFP^ basal and suprabasal keratinocytes in the IFE at the latest stage (day 15–30). This drastic loss could imply that the psoriasis‐like phenotype should also decrease over time. However, the psoriasis‐like phenotype is sustained until the late term of disease progression (D30) (Fig 2D). Interestingly, remaining mutant^GFP^ keratinocytes at the late term of disease progression were located in the outer root sheath (ORS) in both hair follicles and in adjacent IFE keratinocytes (Fig 2H and I). In fact, same dynamic pattern of GFP/Tomato cells was observed in the IFE of tail and back skin during psoriasis development in DKO* mice (Appendix Fig S2). Interestingly, mutant GFP^+^ hair follicles from tail psoriatic skin underwent anagen induction suggesting the activation of these mutant^GFP^ HF‐SCs in psoriasis‐like disease. Our next goal was to further investigate the contribution of these HF‐associated mutant^GFP^ keratinocytes during psoriasis‐like progression.

### Deletion of c‐Jun/JunB in bulge HF‐SCs is sufficient for the development of inflammatory skin disease

Bulge HF‐SCs are an important stem cell population for wound healing and for the initiation and maintenance of skin carcinomas, and are characterized by the expression of K15 and the surface marker CD34 in mice. We hypothesized that the remaining mutant^GFP^ keratinocytes observed in the ORS of the hair follicles and in adjacent IFE regions are mainly derived from mutant HF‐SCs. To test this hypothesis, we first conducted FACS analyses to determine the proportion of the different HF‐SC subpopulations expressing CD34, CD49f, and Sca‐1 markers (Jensen *et al*, 2010) in the ear skin of the Co‐mT/mG and DKO*‐mT/mG mice during the psoriasis‐like progression (Appendix Fig S3A). As expected, the number of mutant^GFP^ basal IFE cells decreased during disease progression, whereas non‐mutant^Tom^ basal and suprabasal IFE cells increased over time (Appendix Fig S3B and C). With regard to the hair follicles, the number of mutant^GFP^ HF‐SCs from bulge and junctional zone was increased twofold during disease progression, whereas the number of non‐mutant^Tom^ HF‐SCs decreased over time (Appendix Fig S3D–F). To confirm that CD34^+^ mutant^GFP^ cells belong to bulge HF‐SCs and not to the IFE epidermis, we conducted histological section and ear whole‐mount confocal analyses and observed co‐expression of GFP^+^ and CD34^+^ cells only in the bulge region of hair follicles (Fig EV3A and Appendix Fig S4A). Interestingly, both bulge HF‐SC populations (mutant^GFP^ and non‐mutant^Tom^) had reduced mRNA levels of the quiescence transcription factors Foxc1 and Nfatc1 (Horsley *et al*, 2008; Wang *et al*, 2016; Fig EV3B and C), suggesting an activation of bulge HF‐SCs during psoriasis progression. In fact, FACS‐isolated CD34^+^ mutant^GFP^ bulge HF‐SCs displayed an increased clonogenic capacity *in vitro*, compared to non‐mutant^Tom^ bulge HF‐SC counterparts and control bulge HF‐SCs (Fig EV3D and Appendix Fig S4B). Overall, all these findings suggest that bulge HF‐SCs are activated and exit quiescence in the psoriasis‐like disease.

**Figure EV3:**
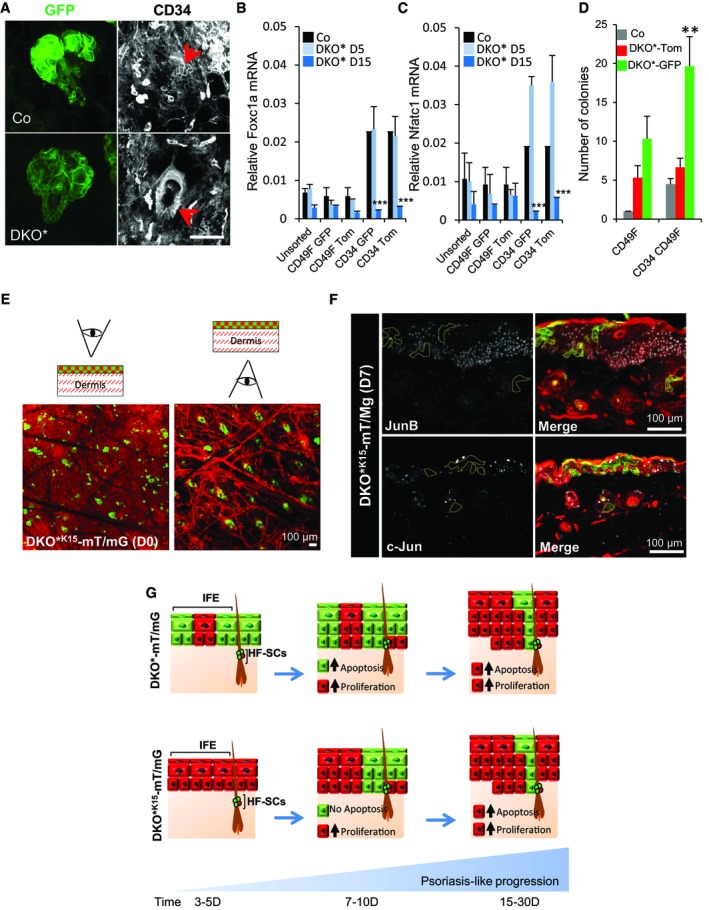
Mutant^GFP^ bulge HF‐SCs are active and initiate psoriasis‐like development (related to Fig 3) AImmunofluorescence images of the ears of control (Co) and DKO* mice showing co‐expression of mutant^GFP^ with CD34 (red arrows) in HF‐SCs. *n* = 3. Scale bar = 50 μm.B, CGene expression of quiescence transcription factors, Foxc1a and Nfatc1 show that HF‐SCs exit the quiescent stage during psoriasis‐like development in DKO* mice. *n* = 3 mice per group. Data represent mean ± SD. Statistical significance ***P < 0.001 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐values.DColony formation *in vitro* of bulge hair follicle stem cells (HF‐SCs, CD34^+^ CD49f^high^) vs. basal keratinocytes (b‐KCs, CD49f^high^) from control and DKO*‐mT/mG ears shows that mutant^GFP^ HF‐SCs have significant increased colony formation when compared to non‐mutant^Tom^ HF‐SCs or control HF‐SCs. *n* = 3 mice per group. Data represent mean ± SD. Statistical significance **P < 0.01 (Student's two‐tailed *t*‐test relative to control groups). See Appendix Table S2 for exact *P*‐values.ERepresentative images of whole mount of ear skin from DKO*^K15^‐mT/mG at day 0 after mifepristone treatment in two views from the epidermis and from the dermis, to distinguish the expression of GFP^+^ epidermal cell in IFE and HFs.FImmunofluorescence images of c‐Jun and JunB staining in DKO* ^**K15**^‐mT/mG at days 5–7 after tamoxifen treatment show GFP^+^ keratinocytes are negative for c‐Jun and JunB expression.GRepresentation of both epidermal lineage‐tracking system, DKO*‐mT/mG and DKO* ^**K15**^‐mT/mG, for investigating the origin and contribution of epidermal stem cells in the development of psoriasis‐like.

We then investigated whether mutant^GFP^ keratinocytes from bulge HF‐SCs are sufficient to induce and maintain skin inflammation. We generated a new DKO* model to specifically target K15^+^ HF‐SCs and termed it DKO* ^**K15**^‐mT/mG. This was achieved by crossing mice carrying the floxed *JunB* (*JunB* ^*f/f*^) and *c‐Jun* (*c‐Jun* ^*f/f*^) alleles with a transgenic mouse line expressing the Cre recombinase–prostaglandin receptor fusion under the control of keratin 15 promoter (K15‐Cre‐PGR; Liu *et al*, 2003). After mifepristone (RU‐486) treatment, this model allowed the specific targeting of K15^+^ HF‐SCs in the bulge to delete c‐Jun and JunB and to render targeted cells to become GFP positive (Fig 3A). Interestingly, DKO* ^**K15**^‐mT/mG mice developed a similar psoriasis‐like phenotype as the DKO* mouse model 2 weeks after induction, displaying similar histological and chronological features in the skin at day 30 of the disease (Fig 3B–E). However, the psoriasis‐like severity was less pronounced in DKO* ^**K15**^ mice when compared to the DKO* mice. The expression of specific pro‐inflammatory cytokines/alarmins, such as IL‐17A, IL‐6, and lipocalin‐2 (LCN2), was higher in the serum of DKO* mice compared to DKO* ^**K15**^ mice at day 30 after psoriasis‐like induction (Fig 3F–H). These cytokines and LCN2 were significantly increased in DKO* ^**K15**^ mice in comparison with control mice, suggesting a mild systemic inflammatory process in the HF‐SC DKO* ^**K15**^ psoriasis‐like mouse model. We next analyzed the dynamic GFP expression in the DKO* ^**K15**^‐mT/mG ear skin and compared it to DKO*‐mT/mG mice during psoriasis‐like progression. At day 0 after the last injection with mifepristone, the majority of hair follicles are labeled for GFP including some isolated spots found in the IFE (Fig EV3E). During initiation of the psoriasis‐like disease (day 5), 20% of mutant^GFP^ epidermal cells derived from mutant^GFP^ K15^+^ bulge HF‐SCs were quantified by FACS analysis (CD45^−^CD49f^+^CD34^−^ epidermal total population), whereas mutant^GFP^ epidermal cells derived from mutant^GFP^ K5^+^ basal keratinocytes/HF‐SCs was increased by 35–50% (Fig 3I). In contrast, during late stages of the psoriasis‐like disease (day 15–30), the percentage of mutant^GFP^ epidermal cells was only twofold reduced in DKO* ^**K15**^ mice (from 20 to 10%), whereas in DKO* mice, it was drastically reduced fivefold at days 15–30 (from 35–50 to 8%). Immunofluorescence analyses for c‐Jun and JunB expression confirmed that the mutant^GFP^ keratinocytes derived from mutant^GFP^ K15^+^ bulge HF‐SCs did not express c‐Jun or JunB (Fig EV3F). Interestingly, DKO* ^**K15**^‐mT/mG psoriatic‐like mice showed the same mosaic pattern of green and Tomato epidermal cells than the one previously described in the DKO* mouse model at the late term of psoriasis‐like development (Fig 3J). In fact, a similar proliferation pattern of mutant^GFP^ and non‐mutant^Tom^ keratinocytes was observed in both models, although the apoptosis rate of mutant^GFP^ keratinocytes was reduced in DKO* ^**K15**^‐mT/mG mice when compared to DKO*‐mT/mG mice (Figs 3K and 2E).

**Figure 3:**
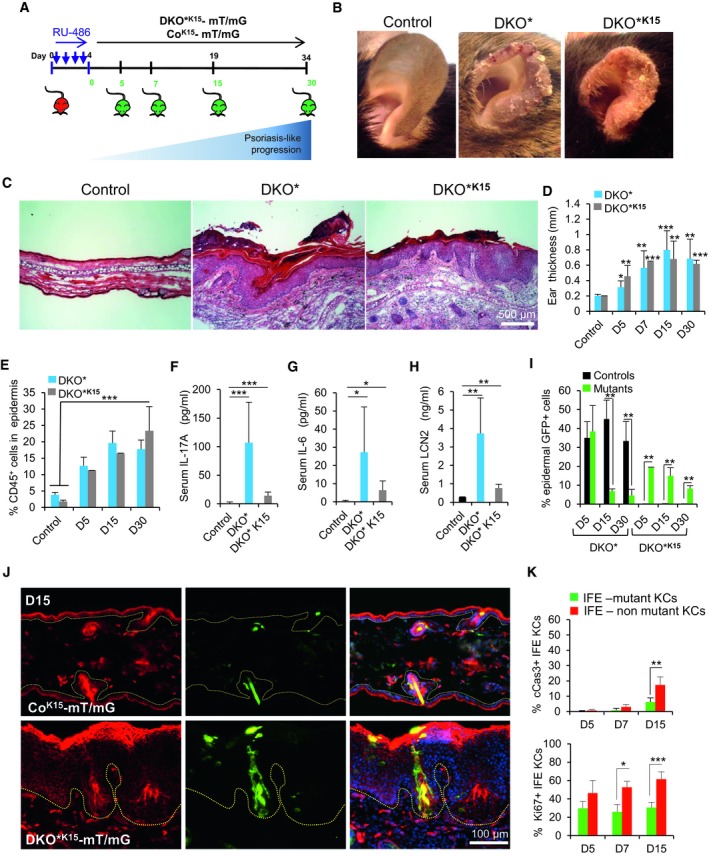
Inactivation of c‐Jun and JunB in bulge HF‐SCs is sufficient to initiate psoriasis‐like development AExperimental timeline showing the different time points analyzed after mifespristone induction (day 5, 7, 15, and 30, green) to evaluate GFP expression in ear skin from control (Co^**K15**^‐mT/mG) and mutant (DKO* ^**K15**^‐mT/mG) mice.BEar pictures of control, DKO*, and DKO* ^**K15**^ mice after 15 days of induction show clear signs of inflammation and psoriatic‐like scales in both models.CRepresentative images of hematoxylin and eosin (H&E) staining of ear sections from control, DKO*, and DKO^*K15^ mice.DEar thickness measurement at different time points during psoriasis‐like development in control, DKO*, and DKO* ^**K15**^ mice. *n* > 5 per group. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01, ***P < 0.001 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐values.EFACS quantification of CD45^+^ cells from ear skin of control, DKO*, and DKO* ^**K15**^ mice at different time points during psoriasis‐like development. *n* > 5 per group. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01, ***P < 0.001 (Student's two‐tailed *t*‐test relative to controls). See Appendix Table S2 for exact *P*‐values.F–HQuantification of IL‐17A, IL‐6, and LCN2 production in sera of control, DKO*, and DKO* ^**K15**^ mice at day 30 of psoriasis‐like disease by ELISA. *n* > 4 per group. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01, ***P < 0.001 (Student's two‐tailed *t*‐test relative to controls). See Appendix Table S2 for exact *P*‐values.IQuantification of total number of GFP^+^ epidermal cells by FACS analysis from DKO*‐mT/mG and DKO* ^**K15**^‐mT/mG mice at different time points during psoriasis‐like progression compared to co‐mT/mG mice. *n* = 3–6 per group and time point. Data represent mean ± SD. Statistical significance **P < 0.01 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐values.JRepresentative immunofluorescence images of ear sections from Co^**K15**^‐mT/mG and DKO^*K15^‐mT/mG mouse models after 15 days of induction. Red (Tomato), green (GFP), and blue (DAPI). Hyperplasia of Tomato^+^ keratinocytes in psoriatic‐like DKO*^K15^‐mT/mG mouse with clusters of GFP^+^ keratinocytes is derived from hair follicle K15^+^ GFP^+^ stem cells. *n* = 3 per group. Dotted lines separate epidermis and dermis.KQuantification analysis of cleaved caspase‐3 (cCas3) and Ki67 in ear skin of DKO^*K15^‐mT/mG mice at different time points during psoriasis‐like disease progression. *n* = 3–5 per group. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01, ***P < 0.001 (Student's two‐tailed *t*‐test). See Appendix Table S2 for exact *P*‐values. Source data are available online for this figure.

Overall, these data show that the specific inactivation of c‐Jun and JunB in bulge HF‐SCs is sufficient to induce a psoriasis‐like phenotype in the DKO* ^**K15**^‐mT/mG mice. Importantly, these data uncovered that bulge HF‐SCs may act as a reservoir of new mutant epidermal cells, sustaining epidermal hyperplasia and skin inflammation, thereby recapitulating the observed skin phenotype of DKO* mice at later time points (Fig EV3G).

### Keratinocytes derived from mutant^GFP^ HF‐SCs have increased cell survival compared to mutant^GFP^ keratinocytes derived from IFE

To determine whether keratinocytes derived from mutant^GFP^ bulge HF‐SCs behave differently than IFE mutant^GFP^ basal keratinocytes (b‐KCs), we FACS‐isolated and cultured these two populations at low concentration of 2,000 cells/cm^2^, as well as GFP^+^ bulge HF‐SCs and b‐KCs from Co‐mT/mG mice as controls (Fig 4A). Next, we conducted a time‐lapse confocal microscopy analysis of small colonies after 3 days in culture to evaluate the activity of different cell populations. Interestingly, over a 48‐h time course, mutant^GFP^ KCs derived from mutant^GFP^ bulge HF‐SCs showed similar growth compared to control^GFP^ KCs from bulge HF‐SCs (Fig 4B), while mutant^GFP^ b‐KCs had a rapid growth during the first 24 h followed by a drastic decrease in cell number due to cell death compared to control^GFP^ b‐KCs (Fig 4C and Movie EV2). These results show that the same mutation in primary keratinocytes from distinct epidermal stem cell populations induces different proliferation and survival phenotypes, and suggest that bulge HF‐SCs play a major role in the maintenance of the psoriasis‐like disease.

**Figure 4:**
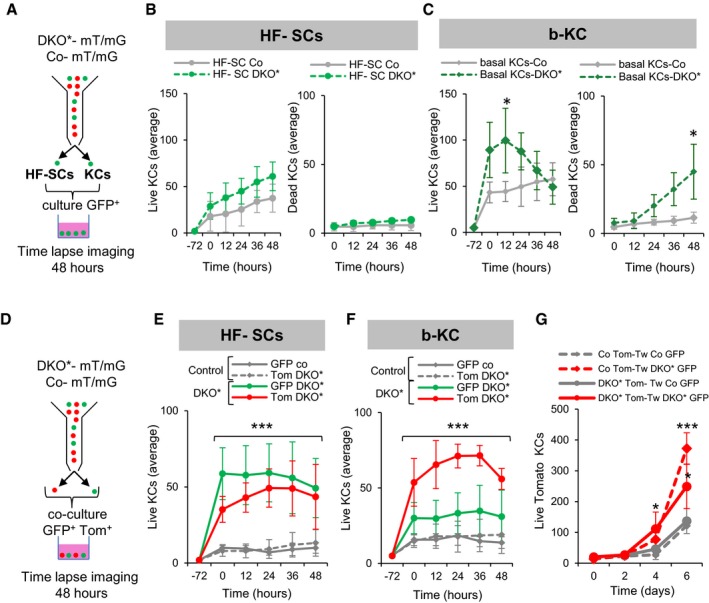
Differential behavior of inter‐follicular and follicular stem cells ASchematic representation of cell sorting and single culture conditions. GFP^+^ bulge hair follicle stem cells (HF‐SCs, CD34^+^ CD49f^high^) and GFP^+^ basal keratinocytes (b‐KC, CD49f^high^) from ear skin of Co‐mT/mG and DKO*‐mT/mG mice were collected at day 10 after tamoxifen induction, sorted by FACS, and cultured at low density (2,000 cells/cm^2^) during 3–5 days as primary cultures. Time‐lapse imaging of six fields was performed during 48 h, once small colonies of 5–10 cells were observed.BAverage number of live and dead (TOPRO‐3^+^ DAPI^+^) primary keratinocytes derived from HF‐SC^GFP^ at different time points of time‐lapse capture during 48 h. There is a slight increase over time of live HF‐SCs from DKO* mice when compared to control cells, and no difference in average of dead cells. *n* = 4 fields from two independent experiments. Data represent mean ± SD. Non‐statistical significance (two‐way ANOVA and Bonferroni post‐test).CAverage number of live and dead (TOPRO‐3^+^ DAPI^+^) primary keratinocytes derived from basal keratinocytes^GFP^ show a significant increase in DKO* basal live keratinocytes at 12 h, followed by a significant increase in cell death at 48 h. *n* = 4 fields from two independent experiments. Data represent mean ± SD. Statistical significance *P < 0.05 (two‐way ANOVA and Bonferroni post‐test).DSchematic representation of cell sorting and co‐culture conditions. GFP^+^ and Tom^+^ bulge HF‐SCs (CD34^+^ CD49f^high^) and GFP^+^ and Tom^+^ basal keratinocytes (CD49f^high^) from ear skin of Co‐mT/mG and DKO*‐mT/mG collected at day 10 after tamoxifen induction were sorted by FACS and co‐cultured (same proportion of GFP and Tom cells) at low density (2,000 cells/cm^2^) during 3–5 days. When small colonies of 5–10 cells were formed, time‐lapse imaging of six fields was performed during 48 h.EAverage number of live primary keratinocytes from co‐cultures of GFP^+^ with Tomato^+^ bulge HF‐SCs at different time points of time‐lapse capture during 48 h. Co‐culture of HF‐SC^GFP^ with HF‐SC^Tom^ from DKO*‐mT/mG mice shows a significant increase of HF‐SC^Tom^, while the HF‐SC^Tom^ from DKO*‐mT/mG mice show a normal growth when they are co‐cultured with HF‐SC^GFP^ from control mice. *n* = 4 fields from two independent experiments. Data represent mean ± SD. Statistical significance ***P < 0.001 (two‐way ANOVA and Bonferroni post‐test).FAverage number of live primary keratinocytes from co‐cultures of GFP^+^ with Tomato^+^ basal keratinocytes at different time points of time‐lapse capture during 48 h. Co‐culture of b‐KC^GFP^ with b‐KC^Tom^ from DKO*‐mT/mG mice shows significant increase of b‐KC^Tom^, while these b‐KC^Tom^ from DKO*‐mT/mG mice show a normal growth when they are co‐cultured with b‐KC^GFP^ from control mice. *n* = 4 fields from two independent experiments. Data represent mean ± SD. Statistical significance ***P < 0.001 (two‐way ANOVA and Bonferroni post‐test).GAverage total number of live Tomato^+^ basal keratinocytes (from DKO* or control mice) at different time points cultured in the bottom part of trans‐well system cultures with GFP^+^ basal keratinocytes (from DKO* or control mice) cultured in the upper trans‐well (Tw). *n* = 5 fields from three independent experiments. Data represent mean ± SD. Tom^+^ basal keratinocytes significantly increased when these were cultured with mutant GFP^+^ basal keratinocytes in the trans‐well in comparison with control GFP^+^ basal keratinocytes. Statistical significance *P < 0.05, ***P < 0.001 (two‐way ANOVA and Bonferroni post‐test). Source data are available online for this figure.

### Secreted factors from mutant^GFP^ keratinocytes induce hyper‐proliferation of neighboring non‐mutant^Tom^ keratinocytes

We have shown that in both psoriasis‐like mouse models, DKO*‐mT/mG and DKO* ^**K15**^‐mT/mG, non‐mutant^Tom^ KCs mainly sustain epidermal hyperplasia. We hypothesized that the establishment of cell–cell interactions between mutant^GFP^ KCs and non‐mutant^Tom^ KCs primed the non‐mutant^Tom^ population to increase their proliferation, leading to chronic hyperplasia in the psoriasis‐like disease. To determine if the hyper‐proliferation of non‐mutant^Tom^ KCs is conditioned by the presence of mutant^GFP^ KCs, we co‐cultured sorted mutant^GFP^ bulge HF‐SCs and mutant^GFP^ b‐KCs with their corresponding non‐mutant^Tom^ bulge HF‐SC and b‐KC counterparts (Fig 4D). Mutant^GFP^ KCs derived from both bulge HF‐SC and b‐KC populations were able to stimulate the proliferation of co‐cultured neighboring non‐mutant^Tom^ KCs (Fig 4E and F, and Movie EV3). This increase in the proliferation of Tomato^+^ KCs was also observed when mutant^GFP^ bulge HF‐SCs and mutant^GFP^ b‐KCs were co‐cultured with control^Tom^ bulge HF‐SC and b‐KC counterparts (Appendix Fig S5A and B). In addition, non‐mutant^Tom^ bulge HF‐SCs conditioned the proliferation of mutant^GFP^ bulge HF‐SCs, whereas non‐mutant^Tom^ b‐KCs did not affect the proliferation of mutant^GFP^ b‐KCs (Fig 4E and F). Interestingly, mutant^GFP^ KCs from b‐KCs also induced an increased cell death in neighboring non‐mutant/control^Tom^ KCs, while mutant^GFP^ KCs from bulge HF‐SCs did not induce a significant increase in cell death of their non‐mutant/control^Tom^ KC counterparts (Appendix Fig S5C and D). To determine whether the observed increased proliferation and cell death are a result of a direct cell–cell contact rather than stimulation by secreted factors, we cultured b‐KCs in trans‐wells, in which the non‐mutant^Tom^ b‐KCs were cultured at the bottom of the plate and the mutant^GFP^ b‐KCs were cultured on the trans‐well inserts. We observed similar cell proliferation and death rates as the ones observed in the co‐cultures, suggesting that cell–cell contact is not required for the hyper‐proliferation of non‐mutant^Tom^ KCs (Fig 4G). These observations suggest an induction of a proliferative advantage in non‐mutant^Tom^ KCs by paracrine factors secreted from mutant^GFP^ KCs, independently of their origin from the hair follicle or IFE during the psoriasis‐like progression in the DKO* mouse model.

### Mutant and non‐mutant epidermal stem cells display different molecular signatures

To gain insight into the potential molecular mechanisms that govern the behavior of the distinct mutant and non‐mutant bulge HF‐SCs and IFE cell populations during the progression of the psoriasis‐like disease, we performed mRNA sequencing analyses. We FACS‐isolated GFP^+^, Tomato^+^ bulge HF‐SCs and b‐KCs from DKO*‐mT/mG mice, and their counterpart populations from control mice at the mid‐term of the psoriasis‐like progression (Fig EV4A). 

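RNA was sequenced from 18 libraries, 1 for each of 3 mice in 6 groups sorted from ear skin at day 7, after 4 injections of 2 mg tamoxifen. HF-SCs and b-KCs of control mice (Co) came from mice 810, 825 and 828, and the mutant GFP and non-mutant Tom fractions of both cell types came from DKO* mice 814, 815 and 817, so the 4 DKO* populations share their mice. The authors aligned 51-base single-end reads to NCBI37/mm9 with TopHat 2.0.10 and deposited 1 FPKM value, which is normalized for transcript length and library size, per gene and library for 23951 genes. Read totals are not among those values. In genes with 1 annotated transcript, low FPKM values fell on whole multiples of a step, and this step gave an implied depth of 16541700 to 26288400 reads per library, which includes any scaling between libraries by the authors. The median implied depth was 20505700 reads in HF-SC Co, 22394200 in HF-SC GFP, 25786000 in HF-SC Tom, 22646100 in b-KC Co, 20040800 in b-KC GFP and 19795700 in b-KC Tom. On a transcript of 1 kb, 3 reads were worth 0.114 to 0.181 FPKM.
The 12751 genes with at least 1 FPKM in at least 3 of the 18 libraries were tested with limma on log2(FPKM + 1), a scale that understates the change of genes with low FPKM. A gene was called at an adjusted p-value under 0.01 and an absolute log2 fold change of at least 2, the thresholds of Fig 5A. Jun (chromosome 4, 94715725 to 94718913, NCBIM37) had 835, 1028 and 1086 FPKM in the HF-SC Co libraries, 69.6, 88.4 and 30.4 in HF-SC GFP and 308, 332 and 614 in HF-SC Tom. In b-KCs, Jun had 876, 979.7 and 1000 FPKM in Co, 53.9, 65.4 and 29.6 in GFP and 163, 229 and 400.4 in Tom. Junb (chromosome 8, 87500811 to 87502617) had 463, 436 and 443 FPKM in HF-SC Co, 71.3, 77.5 and 38.6 in HF-SC GFP and 251, 278 and 402 in HF-SC Tom. The b-KC libraries had 737, 772 and 739.7 FPKM of Junb in Co, 69.4, 72.2 and 37.2 in GFP and 208, 362 and 397 in Tom. Each GFP library therefore lay below each Tom library of its cell type for both genes, and each Tom library lay below each Co library. Against Co, the log2 fold change of Jun was -4.07 in HF-SC GFP (adjusted p = 1.53e-06, limma, Benjamini-Hochberg adjustment) and -1.30 in HF-SC Tom (adjusted p = 0.0155, same test). An FPKM of exactly 0 was not always a missing transcript. Krt14 was listed at 0 in b-KC GFP of mouse 817 and in b-KC Tom of mice 814 and 817, while the other b-KC libraries had 6838 to 11448 FPKM. Krt15 was listed at 0 in HF-SC Co of mouse 828, beside 11261 and 11764 FPKM in the other HF-SC Co libraries.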

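Against its Co counterpart, the HF-SC Tom population had 521 genes called (460 higher and 61 lower) and the HF-SC GFP population had 391 (310 higher and 81 lower). The b-KC Tom population had 351 genes called (159 higher and 192 lower) and the b-KC GFP population had 239 (164 higher and 75 lower). Among called genes whose DKO* and Co libraries did not overlap, S100a8 and S100a9 had the largest changes in all 4 populations, with S100a9 at a log2 fold change of 9.85 in HF-SC GFP (adjusted p = 1.33e-06, limma, Benjamini-Hochberg adjustment) and 9.10 in HF-SC Tom (adjusted p = 2.37e-06, same test). An absolute log2 fold change of at least 1 moved these totals most, to 1906 genes in HF-SC Tom, 1529 in HF-SC GFP, 1873 in b-KC Tom and 1381 in b-KC GFP. At the same thresholds, a pseudocount of 0.1 gave 979 genes in HF-SC Tom, 781 in HF-SC GFP, 755 in b-KC Tom and 528 in b-KC GFP, and the ratio of group mean FPKM without a pseudocount gave 989 in HF-SC Tom, 772 in HF-SC GFP, 758 in b-KC Tom and 516 in b-KC GFP.
The mutant and non-mutant fractions were also compared directly. Between HF-SC GFP and HF-SC Tom, 252 genes were called, 12 of them higher in GFP and 240 higher in Tom, led by Sele, Ackr1, Selp, Fabp4 and Plvap, which were all higher in Tom. This split depended on mouse 817. With it left out, 90 genes were higher in GFP and 327 higher in Tom. With any 1 of the other mice left out, 3 to 10 were higher in GFP and 159 to 237 higher in Tom. Plvap belongs to a list of 16 endothelial marker genes, whose mean log2(FPKM + 1) was 4.60 in HF-SC Tom and 0.68 in HF-SC GFP. RNA from endothelial cells in the Tom libraries is therefore a candidate explanation of part of the split. With that mean as a covariate, chosen after the data were seen, 8 genes were higher in GFP and 4 higher in Tom. The covariate nearly follows the groups, so it cannot tell the explanations apart. Between b-KC GFP and b-KC Tom, 11 genes were called, 6 higher in GFP and 5 higher in Tom. Deviations from the group means correlated across genes between the 2 fractions of the same DKO* mouse, with r from 0.08 to 0.59 in HF-SCs (mean 0.37) and from 0.24 to 0.69 in b-KCs (mean 0.53), and genes are not independent replicates. The mouse was entered as a block in 2 models. As a fixed block in a fit of the 2 fractions alone, it gave 151 genes between the HF-SC fractions, 144 of them among the 252, and 5 between the b-KC fractions, 4 of them among the 11. As a random block over all 18 libraries, which was chosen for these 2 comparisons after the data were seen, it gave 265 genes between the HF-SC fractions and 18 between the b-KC fractions. The same random block, set in advance for the comparisons with Co, gave 531 in HF-SC Tom, 401 in HF-SC GFP, 361 in b-KC Tom and 249 in b-KC GFP.

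**Figure D1:**
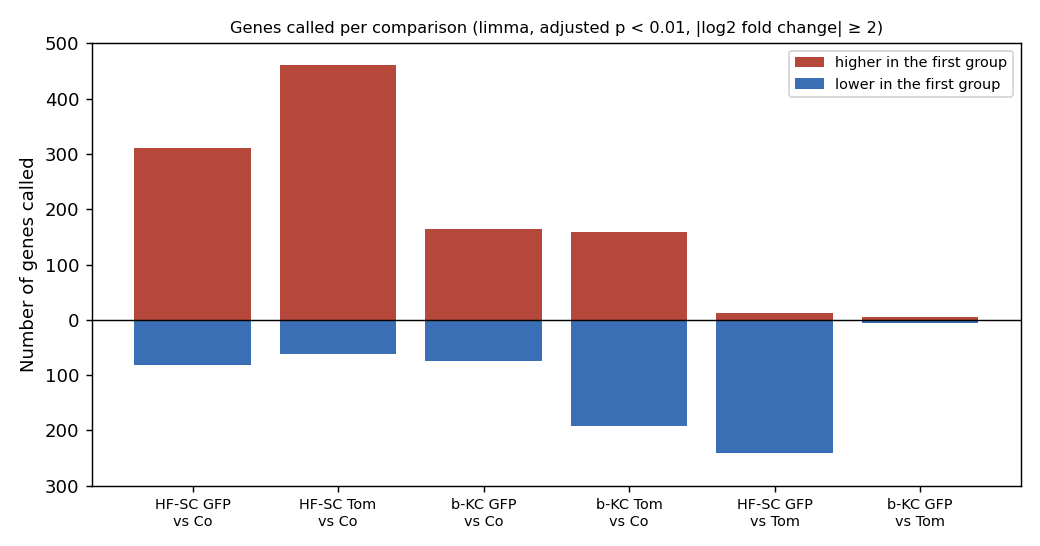
Number of genes called in each comparison, with genes higher in the first-named group drawn above 0 and genes lower in it drawn below 0. The bars run from 11 genes in all between b-KC GFP and b-KC Tom to 521 between HF-SC Tom and Co.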

Interestingly, non‐mutant^Tom^ populations exhibited a higher differential gene expression (972 total genes in HF‐SCs and 632 total genes in b‐KCs) than the one observed in mutant^GFP^ populations (701 total genes in HF‐SCs and 444 total genes in b‐KCs) (Fig 5A, upper panel). A Venn diagram including these differentially expressed genes (DEG) was generated to depict the results in each population (Fig EV4B and C). 

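Of the genes called higher against Co, 250 were called in HF-SC Tom alone, 84 in HF-SC GFP alone and 89 in both HF-SC populations and neither b-KC population. In b-KCs, 14 genes were called higher in GFP alone, 20 in Tom alone and 21 in both. A call in one population and not in another is not a test of the difference between them. These sets were also chosen by their calls in the same libraries, which favours a difference between the fractions. With that selection, 188 of the 250 genes were higher in HF-SC Tom than in HF-SC GFP at the same adjusted p-value threshold, whereas 15 of the 84 genes were higher in HF-SC GFP than in HF-SC Tom. The changes of both HF-SC populations were also tested against those of the b-KCs. The change from Co to GFP differed between HF-SCs and b-KCs for 110 genes, 77 of them with the larger value in HF-SCs, and the change from Co to Tom differed for 252 genes, 223 with the larger value in HF-SCs. The same mice gave both cell types, and with the mouse as a random block over all 18 libraries these numbers were 162, with 118 larger in HF-SCs, and 303, with 271 larger in HF-SCs.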

In fact, the bulge HF‐SC population displayed more up‐regulated genes, including genes specifically up‐regulated in non‐mutant^Tom^ HF‐SCs (> 400 genes), mutant^GFP^ HF‐SCs (> 150 genes) and genes commonly up‐regulated in both populations of HF‐SCs (GFP/TOM > 200 genes; Fig 5A). Conversely, the mutant b‐KC population presents the majority of down‐regulated genes (> 200 genes; Fig 5A), whereas around 100 common genes were up‐regulated in all cell populations (Fig 5A).

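Of the genes called lower against Co, 121 were called in b-KC Tom alone, 13 in b-KC GFP alone and 47 in both b-KC populations and neither HF-SC population. In HF-SCs, 37 were called lower in GFP alone, 16 in Tom alone and 23 in both. Among genes selected in this way from the same libraries, which favours a difference, 7 of the 121 genes lower in b-KC Tom alone were also lower in b-KC Tom than in b-KC GFP. All 4 populations shared 82 genes called higher and 6 called lower.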

**Figure EV4:**
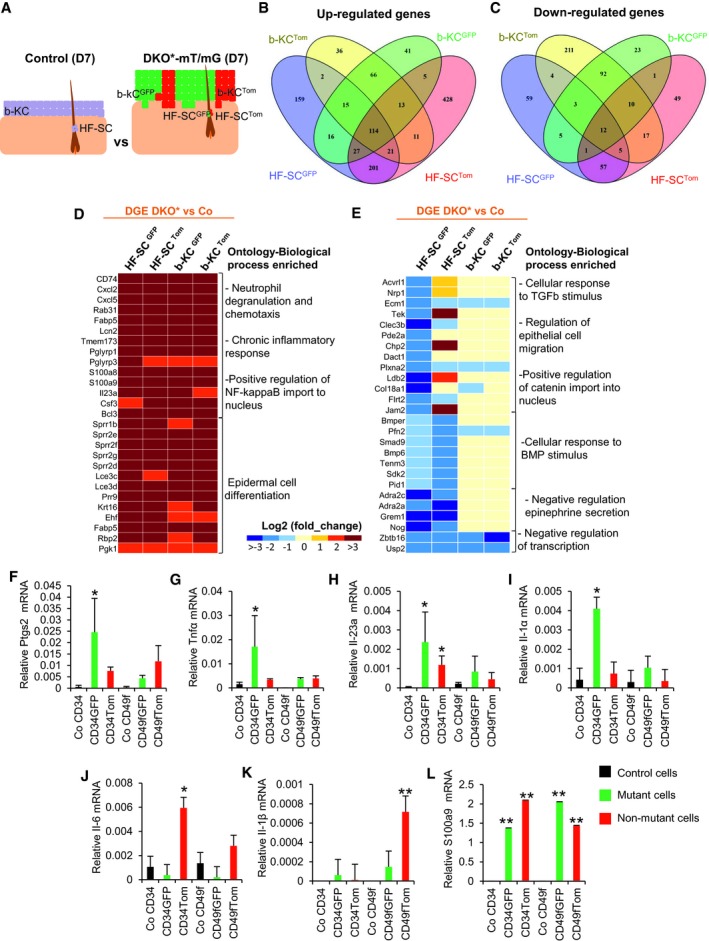
Isolation of bulge HF‐SCs and basal keratinocytes from Co‐mT/mG and DKO*‐mT/mG ear skin for RNA‐seq and gene expression profiling (related to Fig 5) AHair follicle stem cells (HF‐SC, CD34^+^ CD49f^high^) and basal keratinocytes (b‐KC, CD49f^high^) from ear skin of DKO*‐mT/mG collected at day 7 after tamoxifen induction were sorted by FACS for GFP^+^ vs. Tomato^+^. HF‐SCs (CD34^+^ CD49f^high^) and b‐KC (CD49f^high^) from control mice were also sorted to sequence the RNA. *n* = 3 mice per condition. Differentially expressed genes were obtained by the comparison of mutant cell populations with their same cell populations from control mice.B, COverlapping of differentially expressed genes (DEGs) from the four subpopulations (HF‐SC^GFP^; HF‐SC^Tom^; b‐KC^GFP^; and b‐KC^Tom^) by Venn diagram.D, EHeat map of up (C)‐ and down (D)‐regulated biological processes based on Gene Ontology IDs for DEGs commonly up‐ and down‐regulated in the four subpopulations (HF‐SC^GFP^; HF‐SC^Tom^; b‐KC^GFP^; and b‐KC^Tom^)F–LGene expression for Ptgs2, TNFa, IL‐23a, IL‐1α, IL‐6, IL‐1β, and S100a9 in the different epidermal cell subpopulations sorted at mid‐term of psoriasis‐like development from DKO* mice. *n* = 3 mice. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01 (Student's two‐tailed *t*‐test relative to control groups). See Appendix Table S2 for exact *P*‐values.

**Figure 5:**
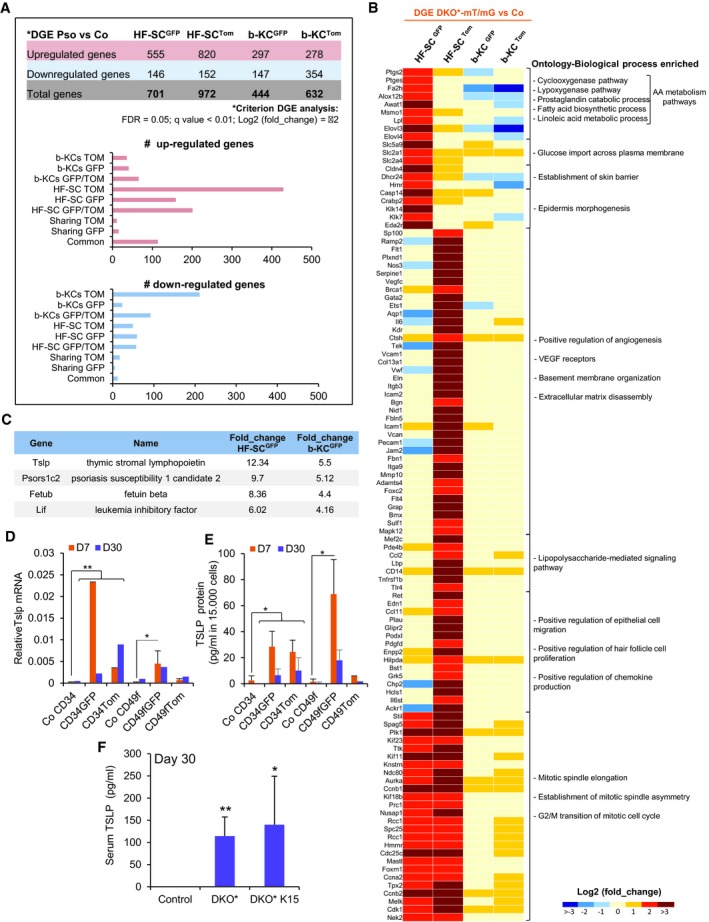
Different molecular signatures of mutant and non‐mutant epidermal stem cells (EpSCs) ADifferentially expressed genes (DEGs) from the four subpopulations (bulge HF‐SC^GFP^; bulge HF‐SC^Tom^; b‐KC^GFP^; and b‐KC^Tom^) from psoriatic DKO*‐mT/mG mice in comparison with their control counterparts (Co). The graphs represent the number of genes differentially up‐regulated or down‐regulated specifically in each group of interest obtained by Venn diagram analysis (Fig EV4B and C).BHeat map for specific genes relative to biological process enriched based on Gene Ontology IDs for DEGs that are: (i) exclusively up‐regulated in HF‐SC^GFP^; (ii) exclusively up‐regulated in HF‐SC^Tom^; (iii) commonly up‐regulated in HF‐SC^GFP^ and HF‐SC^Tom^.CPrediction of secreted proteins enriched in GFP^+^ subpopulations by the analysis of DEG commonly up‐regulated in HF‐SC^GFP^ and b‐KC^GFP^ by ProteINSIDE analysis of RNA‐seq.D, EGene and protein expression of TSLP in different epidermal cell subpopulations sorted at mid‐term (D7) or late term (D30) of psoriasis‐like progression in DKO* mice. *n* = 2–3. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01 (Student's two‐tailed *t*‐test relative to control groups). See Appendix Table S2 for exact *P*‐values.FQuantification of TSLP production in sera of control, DKO*, and DKO* ^**K15**^ mice at day 30 of psoriasis‐like disease by ELISA. *n* = 4 per group. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01 (Student's two‐tailed *t*‐test relative to controls). See Appendix Table S2 for exact *P*‐values. Source data are available online for this figure.

Next, we conducted gene ontology (GO) analyses, to identify the specific enrichment of the obtained genetic signatures in different biological processes, focusing attention on the bulge HF‐SCs up‐/down‐regulated genes and on the common genes up‐regulated in all cell populations (Figs 5B, and EV4D and E). 

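Fig EV4D lists 14 genes of neutrophil and inflammatory processes and 12 of epidermal differentiation, genes that the paper chose as raised in these same libraries, so their direction is not independent evidence. Each of the 26 had a higher mean log2(FPKM + 1) than Co in all 4 populations. Of the 14, 13 were called in HF-SC GFP, 13 in HF-SC Tom, 10 in b-KC GFP and 11 in b-KC Tom, with median log2 fold changes of 4.29, 3.81, 3.71 and 3.36. S100a8 had the largest change of them in HF-SC GFP, at 10.03. Of the 12 differentiation genes, 10 were called in HF-SC GFP, 10 in HF-SC Tom, 7 in b-KC GFP and 9 in b-KC Tom, and Sprr2d changed most in each population, by 7.23 in b-KC GFP and 8.24 in HF-SC GFP. Leukocyte and neutrophil marker genes other than S100a8 and S100a9 were higher than in Co as well, by a mean of 0.37 on the log2 scale in b-KC Tom and 0.80 in HF-SC Tom (p = 0.1 for each, exact two-sided permutation test, the smallest p that 3 mice against 3 allow).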

The most prominent biological process enriched in the genetic signatures of all cell populations are related to neutrophil degranulation and chemotaxis, chronic inflammatory responses, and epidermal cell differentiation (Fig EV4D). These findings support our prior findings observed *in vivo* and *in vitro*, where non‐mutant^Tom^ KCs acquire psoriasis‐like hallmarks without having c‐Jun and JunB mutation.

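In the non-mutant populations, S100a9 (chromosome 3, 90496554 to 90499643, NCBIM37) rose from 12.6 ± 12.0 FPKM (SD, n = 3) in HF-SC Co to 6054 ± 3991 (SD, n = 3) in HF-SC Tom, and from 23.3 ± 18.3 (SD, n = 3) in b-KC Co to 14756 ± 6381 (SD, n = 3) in b-KC Tom. S100a9 was higher in GFP than in Tom by 0.76 on the log2 scale in HF-SCs and 0.51 in b-KCs, and neither difference passed the threshold without the mouse as a block (adjusted p = 0.716 and 0.969, limma, Benjamini-Hochberg adjustment) or with it as a fixed block (adjusted p = 0.272 and 0.752, same test). The HF-SC difference had the same sign in all 3 mice, so a smaller rise in Tom is not excluded. HF-SC Tom and HF-SC GFP shared 196 genes called higher than in Co and 37 called lower, and 7 genes were called in opposite directions. Both comparisons use the same HF-SC Co libraries and the same DKO* mice. That by itself favours calls in the same direction, and the number it would give was not computed. Jun and Junb transcripts were lower in each Tom library than in each Co library of its cell type. The paper sets the processes shared by all populations beside its earlier in vivo and in vitro findings on hallmarks of psoriasis in non-mutant keratinocytes.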

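Ptgs2 (chromosome 1, 151947254 to 151955140, NCBIM37) had 48.0 ± 7.38 FPKM (SD, n = 3) in HF-SC GFP, 33.0 ± 20.5 (SD, n = 3) in HF-SC Tom and 11.3 ± 1.12 (SD, n = 3) in HF-SC Co. Its log2 fold change in HF-SC GFP was 1.99 (standard error 0.33, adjusted p = 2.43e-04, limma, Benjamini-Hochberg adjustment), just under the call threshold of 2, and Ptgs2 did not differ between HF-SC GFP and HF-SC Tom (adjusted p = 0.277, same test), except in the fit with mouse 817 left out (adjusted p = 0.00104, same test). The paper chose the genes of Fig 5B and Fig EV4E for their changes in these same libraries, so the direction of those changes is not independent evidence. All 9 genes of arachidonic acid metabolism in Fig 5B were higher in HF-SC GFP than in Co, and 3 were called. They were also higher in HF-SC Tom, with a median log2 fold change of 0.81 against 1.99 in HF-SC GFP, and 0 of the 9 differed between the HF-SC fractions at an adjusted p-value under 0.01, while 3 had an unadjusted p-value under 0.05. In b-KC GFP, 6 of the 9 were lower than in Co. The HF-SC GFP and Co libraries were free of overlap for only 4 of the 9, and RNA from sebaceous gland cells was not excluded as an explanation.
The 13 genes of the migration group in Fig EV4E were all lower in HF-SC GFP than in Co, 4 of them called, with a median log2 fold change of -1.91. In HF-SC Tom, 7 of the 13 were higher than in Co and 6 lower. The list of 16 endothelial marker genes also fell in HF-SC GFP, to a mean log2(FPKM + 1) of 0.68 from 1.69 in Co, and rose in HF-SC Tom. Less endothelial RNA than in Co is therefore a candidate explanation for the falls of those 7 genes in HF-SC GFP. The 6 genes that were also lower in HF-SC Tom did not follow that list.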

Mutant^GFP^ bulge HF‐SCs displayed a specific enrichment of genes encoding pro‐inflammatory mediators in psoriasis, in particular an increase in genes related to arachidonic acid (AA) metabolism, such as Ptgs2 (Figs 5B and EV4F), and specific pro‐inflammatory cytokines, such as Tnf‐α, Il‐23, and Il1‐α (Fig EV4G–I), whereas genes related to epithelial cell migration were down‐regulated (Fig EV4E). In contrast, non‐mutant^Tom^ bulge HF‐SCs showed an enrichment of genes related to angiogenesis, VEGF receptors, extracellular matrix disassembly, and epithelial cell migration and proliferation (Fig 5B). 

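Of the 38 genes of angiogenesis, VEGF receptors and matrix disassembly in Fig 5B, 33 passed the FPKM filter. The paper chose them for their rise in these same HF-SC Tom libraries, so neither their direction nor their excess over HF-SC GFP is independent evidence. All 33 were higher in HF-SC Tom than in Co, 24 of them called, with a median log2 fold change of 2.70 and the largest, 4.18, in Vcam1. In HF-SC GFP, 25 of the 33 were lower than in Co, and 30 were higher in HF-SC Tom than in HF-SC GFP at an adjusted p-value under 0.01. Of 13 tested genes of epithelial migration and proliferation, all 13 were higher in HF-SC Tom, 5 of them called, and 9 were higher in HF-SC Tom than in HF-SC GFP. A list of 16 endothelial marker genes, none of them in the map, was higher in HF-SC Tom than in Co by a mean of 2.92 on the log2 scale and lower in HF-SC GFP, where the mean of log2(FPKM + 1) was 0.68 against 1.69 in Co (p = 0.1 for each, exact two-sided permutation test, the smallest p that 3 mice against 3 allow). Plvap, one of these markers, had 523, 505 and 222 FPKM in the HF-SC Tom libraries of mice 814, 815 and 817 and 29.6, 33.4 and 18.9 in the HF-SC Co libraries.

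**Figure D2:**
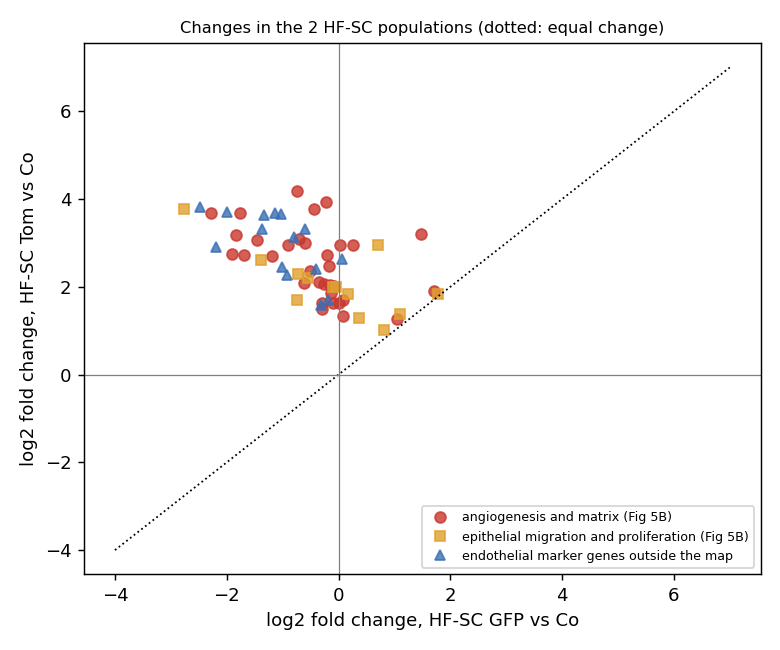
Log2 fold change against Co in HF-SC GFP (horizontal axis) and HF-SC Tom (vertical axis), with 1 point per gene for the angiogenesis and matrix genes (circles), the epithelial migration and proliferation genes (squares) and the endothelial marker genes outside the map (triangles). The 33 angiogenesis and matrix genes all lie above 0 on the vertical axis.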

Both mutant^GFP^ and non‐mutant^Tom^ bulge HF‐SCs shared up‐regulated genes related to mitotic cell cycle and asymmetric cell division (Fig 5B). These results are in agreement with our previous observations that both bulge HF‐SC populations were active during psoriasis progression. In addition, other pro‐inflammatory cytokines important in psoriasis, such as Il‐6, were only up‐regulated in non‐mutant^Tom^ cell populations (Fig EV4J), and we also observed that Il‐1β was significantly up‐regulated in non‐mutant^Tom^ b‐KCs (Fig EV4K). These data suggest that mutant^GFP^ bulge HF‐SCs have an important pro‐inflammatory role in the initiation of psoriasis‐like disease and unravel the expression of a unique transcriptomic profile of non‐mutant^Tom^ bulge HF‐SCs in the development of psoriasis.

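All 25 mitotic genes of Fig 5B, which the paper chose for their rise in these same libraries, were higher than in Co in both HF-SC populations, and all 25 passed an adjusted p-value of 0.01 in each. HF-SC GFP had 15 of them called, with a median log2 fold change of 2.05, and HF-SC Tom had 20, with a median of 2.57. Ccnb1 rose most in both, by 3.15 and 3.53. None of the 25 differed between HF-SC GFP and HF-SC Tom at an adjusted p-value under 0.01 without the mouse as a block, and 12 had an unadjusted p-value under 0.05. A separate list of 6 proliferation marker genes was lower in HF-SC GFP than in HF-SC Tom by 0.45 on the log2 scale. The libraries did not overlap (p = 0.1, exact two-sided permutation test, the smallest p that 3 mice against 3 allow). In b-KC GFP, 24 of the 25 were higher than in Co with a median of 0.73, and in b-KC Tom all 25 were higher with a median of 1.15.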

We next investigated the differential expression of genes coding for secreted proteins in mutant^GFP^ populations of bulge HF‐SCs and b‐KCs, since our *in vitro* results showed that mutant^GFP^ cell populations secreted paracrine factors that induced the proliferation of non‐mutant^Tom^ KCs. 

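In the NCBIM37 annotation, Tslp lies on chromosome 18, 32975037 to 32979453, Psors1c2 on chromosome 17, 35670146 to 35671592, Fetub on chromosome 16, 22918455 to 22939839 and Lif on chromosome 11, 4157560 to 4172517. Psors1c2 had 17.4, 21.5 and 2.79 FPKM in HF-SC GFP of mice 814, 815 and 817 and 0.606 ± 0.321 (SD, n = 3) in HF-SC Co, a ratio of means of 22.9 (log2 fold change 2.87, adjusted p = 6.73e-04, limma, Benjamini-Hochberg adjustment). In b-KC GFP its ratio was 5.94 (adjusted p = 0.0208, same test). Fetub had 3.58 ± 1.44 FPKM (SD, n = 3) in HF-SC GFP and 0.211 ± 0.0560 (SD, n = 3) in HF-SC Co, a ratio of 17.0 (log2 fold change 1.87, adjusted p = 3.67e-05, same test), and a ratio of 4.47 in b-KC GFP (adjusted p = 3.53e-04, same test). Lif had 1.82 ± 0.189 FPKM (SD, n = 3) in HF-SC GFP and 0.235 ± 0.0773 (SD, n = 3) in HF-SC Co, a ratio of 7.74 (log2 fold change 1.19, adjusted p = 9.81e-06, same test), and a ratio of 4.21 in b-KC GFP (adjusted p = 2.22e-05, same test). At these low FPKM values the log2(FPKM + 1) scale kept Fetub and Lif under the call threshold of 2. Lif did not differ between HF-SC GFP and HF-SC Tom (adjusted p = 0.276, same test).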

Four secreted proteins were overexpressed Tslp, Psors1c2, Fetub, and Lif (Fig 5C). All four proteins are involved in systemic inflammation and TSLP, PSORS1C2 and LIF in inflammatory skin diseases (Asumalahti *et al*, 2000; Szepietowski *et al*, 2001; He *et al*, 2008). Thymic stromal lymphopoietin (TSLP) is known for its important role in allergies and atopic dermatitis (He *et al*, 2008), and it is up‐regulated in the epidermis of psoriatic patients (Volpe *et al*, 2014). We detected a 12‐fold increase in mutant^GFP^ bulge HF‐SCs and a fivefold increase in mutant^GFP^ b‐KCs at the early/mid‐term (D7) of the psoriasis‐like development (Fig 5C). 

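Tslp had 124 ± 13.6 FPKM (SD, n = 3) in HF-SC GFP and 1.80 ± 0.142 (SD, n = 3) in HF-SC Co, a ratio of means of 69.2. Its log2 fold change was 5.48 (standard error 0.25, adjusted p = 9.89e-10, limma, Benjamini-Hochberg adjustment). In b-KC GFP it had 46.1 ± 13.9 FPKM (SD, n = 3) against 7.00 ± 0.692 (SD, n = 3) in b-KC Co, a ratio of 6.59 and a log2 fold change of 2.51 (standard error 0.25, adjusted p = 4.79e-06, same test). The change was larger in HF-SCs than in b-KCs by 2.97 on the log2 scale (adjusted p = 1.55e-04, limma interaction test). The non-mutant cells also had more Tslp than Co, with 24.2 ± 6.16 FPKM (SD, n = 3) in HF-SC Tom (ratio 13.5, adjusted p = 1.46e-07, limma, Benjamini-Hochberg adjustment) and 16.9 ± 6.35 (SD, n = 3) in b-KC Tom (ratio 2.41, adjusted p = 0.00214, same test).

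**Figure D3:**
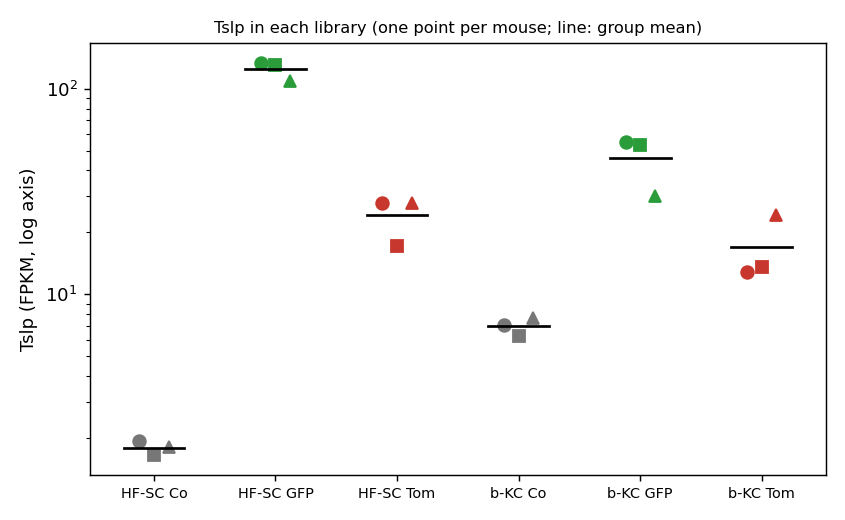
Tslp FPKM in each library on a log axis, with group means as lines. Circles are mice 810 and 814, squares 825 and 815, and triangles 828 and 817, and each HF-SC GFP library, from 109 to 133 FPKM, lies above every other library.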

Interestingly, while the expression of TSLP remained increased in mutant^GFP^ bulge HF‐SCs and mutant^GFP^ b‐KCs at the mid‐term of the psoriasis‐like development, its expression was reduced at the latest stage (D30) (Fig 5D and E). In contrast, an increased expression of TSLP in non‐mutant^Tom^ bulge HF‐SCs was observed at D30, while non‐mutant^Tom^ b‐KCs did not express TSLP at any stage of psoriasis‐like development (Fig 5D and E). Furthermore, TSLP was increased in sera of both psoriasis‐like mouse models, DKO* and DKO*^K15^, at day 30 after psoriasis‐like induction (Fig 5F). These results suggest that the secretion of TSLP may contribute to psoriasis‐like initiation and maintenance in DKO* and DKO* ^**K15**^ mice. In summary, the RNA‐seq analyses revealed the heterogeneity and complexity of different epidermal stem cell populations during psoriasis‐like disease initiation and progression.

### TSLP secreted by mutant^GFP^ keratinocytes induces hyper‐proliferation of non‐mutant^Tom^ keratinocytes leading to epidermal hyperplasia

To mechanistically explore the effect of the pro‐inflammatory TSLP protein on non‐mutant^Tom^ KC proliferation, we first induced the deletion of c‐Jun and JunB in primary DKO*‐mT/mG KC cultures by infecting cells with Adenovirus‐Cre or empty Adenovirus (control). We observed that 24 h after infection, 50% of KCs were GFP^+^ and deficient for c‐Jun and JunB expression, while the other 50% were Tomato^+^ KCs and maintained the expression of c‐Jun and JunB. To assess the causal involvement of TSLP on non‐mutant KCs proliferation, cells were treated with a blocking TSLP antibody for three consecutive days after Adenovirus infection (Fig 6A). The Adeno‐Cre‐infected cells significantly increased the amount of TSLP in conditioned media, when compared to Adeno‐empty‐infected control cells (Fig 6B). This correlated with a significant increase in the proliferation of non‐mutant^Tom^ KCs present in the Adeno‐Cre‐infected cell cultures, when compared to Adeno‐empty control cells, while the hyper‐proliferation was blocked by the addition of 1 μg/ml TSLP antibody (Fig 6C). In order to test whether TSLP is sufficient to induce proliferation in KCs, recombinant TSLP was added at different concentrations (Fig EV5A and B) to primary wild‐type (WT) KCs. Primary WT KCs expressed TSLPR in culture and increased proliferation rate after recombinant TSLP treatment, even at low concentrations. Interestingly, primary WT KCs derived from bulge HF‐SCs (CD34^+^) significantly increased the proliferation rate rather than basal KCs (CD49f^+^) in comparison with their control cells (Fig EV5C) suggesting that bulge HF‐SCs are more sensitive to TSLP. These data show that the proliferation of non‐mutant KCs is dependent on TSLP secretion from mutant KCs. TSLP exerts its biological effects by binding to a high‐affinity heteromeric complex composed of TSLP receptor chain and IL‐7Rα. Blocking TSLP led to down‐regulation of TSLPR chain in co‐cultures, while the IL‐7rα chain increased possibly as a compensatory mechanism (Fig 6D and E). We also observed that VEGFα expression, a pro‐inflammatory mediator in psoriasis, decreased with anti‐TSLP treatment (Fig 6F). To determine the TSLP autocrine/paracrine regulation in co‐cultures of mutant^GFP^ with non‐mutant^Tom^ KCs, we purified by FACS GFP^+^ and Tomato^+^ KCs after TSLP neutralization and analyzed gene expression of pro‐inflammatory mediators in psoriasis‐like disease (Fig EV5D–M). We confirmed the reduction of TSLP receptor expression and overexpression of Il‐7rα in both populations, mutant^GFP^ and non‐mutant^Tom^ KCs, but statistically significant in mutant^GFP^ KCs (Fig EV5E and F). In addition, VEGFα was increased in mutant^GFP^ and non‐mutant^Tom^ KCs after Adeno‐Cre infection, while its expression was down‐regulated after TSLP neutralization in both populations (Fig EV5G). Interestingly, Il‐6 was increased only in non‐mutant^Tom^ KCs after the induction with Adeno‐Cre and was reduced after blocking with TSLP antibody (Fig EV5H). Other pro‐inflammatory cytokines and mediators, such as IL‐1β and p65 (NF‐κB), increased only in mutant^GFP^ KCs after c‐Jun/JunB deletion with the consecutive reduction after TSLP neutralization (Fig EV5I and J). Furthermore, IFN‐γ or G‐CSF was up‐regulated in both populations, GFP and Tom KCs; however, only mutant^GFP^ KCs responded to TSLP neutralization (Fig EV5K and L). S100A9 increased in both populations, higher in mutant^GFP^ KCs, but its expression was not reduced after blocking TSLP (Fig EV5M). These data suggest that TSLP acts as autocrine and paracrine factor in the cross‐talk between mutant and non‐mutant KCs and regulates the expression of different pro‐inflammatory mediators.

**Figure 6:**
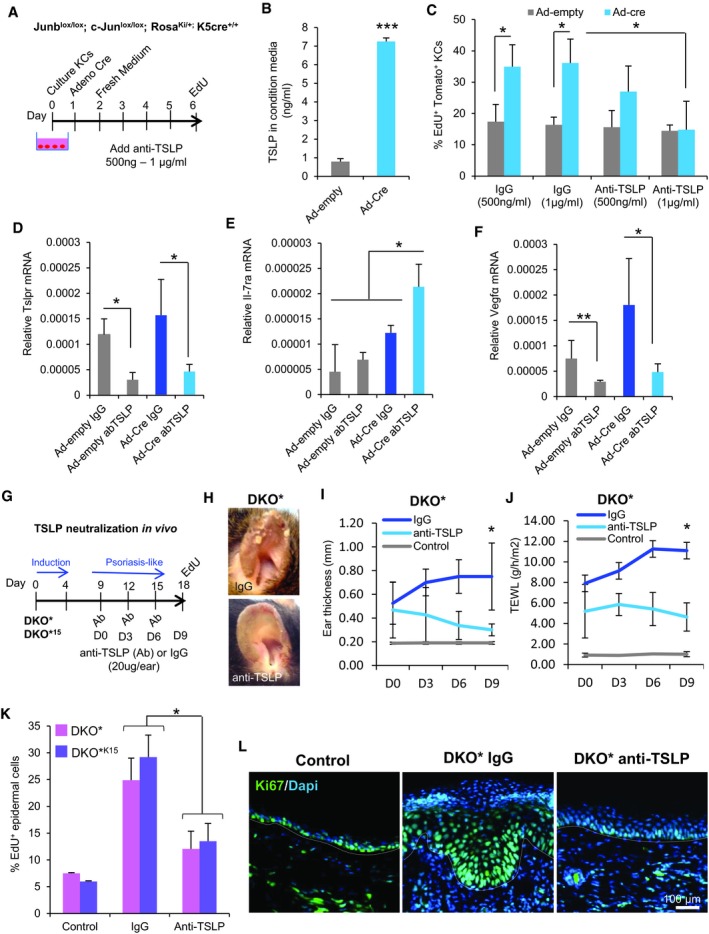
TSLP secreted by mutant^GFP^ epidermal cells induces hyper‐proliferation of non‐mutant^Tom^ keratinocytes AExperimental design for induction of mutant^GFP^ KCs *in vitro* and neutralization of secreted TSLP by anti‐TSLP. Primary keratinocytes were cultured from the skin of Junb^lox/lox^; c‐Jun^lox/lox^; Rosa^Ki/+^; and K5cre‐ERT^+/+^ mice. 50% of mutant^GFP^ KCs were induced by infection with Cre Adenovirus, the non‐infected cells were non‐mutant^Tom^ KCs. Adeno‐empty was used as control. EdU was added for 5 h to label proliferating Tomato^+^ cells in 6‐day co‐culture. Quantification was performed by confocal imaging analysis.BTSLP production in conditioned media quantified by ELISA three days after infection with Ad‐empty or Ad‐cre. *n* = 3 independent experiments. Data represent mean ± SD. Statistical significance ***P < 0.001 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐values.CPercentage of EdU^+^ Tomato^+^ keratinocytes after blocking with anti‐TSLP. Anti‐TSLP neutralizes the hyper‐proliferation of non‐mutant^Tom^ KCs *in vitro* after infection with Ad‐cre. *n* = 3 independent experiments, six fields per experiment. Data represent mean ± SD. Statistical significance *P < 0.05 (two‐way ANOVA and Bonferroni post‐test).DGene expression of Tslpr after TSLP neutralization is reduced. *n* = 3 independent experiments. Data represent mean ± SD. Statistical significance *P < 0.05 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐value.EGene expression of IL‐7ra after TSLP neutralization is increased. *n* = 3 independent experiments. Data represent mean ± SD. Statistical significance *P < 0.05 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐value.FGene expression of VEGFα after TSLP neutralization is reduced. *n* = 3 independent experiments. Data represent mean ± SD. Statistical significance *P < 0.05, **P < 0.01 (Student's two‐tailed *t*‐test relative to control groups). See Appendix Table S2 for exact *P*‐value.GExperimental design for TSLP neutralization *in vivo*. TSLP neutralization was performed by triple intradermal injections of 20 μg of anti‐TSLP or IgG to the right ears of DKO* and DKO*^15^ mice 5 days after psoriasis‐like induction. EdU was added into mice by IP injection 2 h before euthanasia.HRepresentative images of treated ears after 9 days of anti‐TSLP or IgG treatment.I, JLongitudinal analysis of ear thickness (I) and trans‐epidermal water loss (TEWL) (J) in DKO* mice at different time points during psoriasis‐like disease progression. Data represent mean ± SD. *n* = 4. Statistical significance *P < 0.05 (two‐way ANOVA and Bonferroni post‐test).KPercentage of EdU^+^ epidermal cells (CD45^−^CD49f^+^) after blocking with anti‐TSLP in DKO* and DKO*^15^ mice. DKO* *n* = 4 and DKO*^15^ *n* = 3 per group. Data represent mean ± SD. Statistical significance *P < 0.05 (two‐way ANOVA and Bonferroni post‐test).LRepresentative immunofluorescence images of ear sections from control or DKO* mice treated with IgG or anti‐TSLP and stained for Ki67. Ki67 expression was reduced in mice treated with anti‐TSLP (*n* = 3). Source data are available online for this figure.

**Figure EV5:**
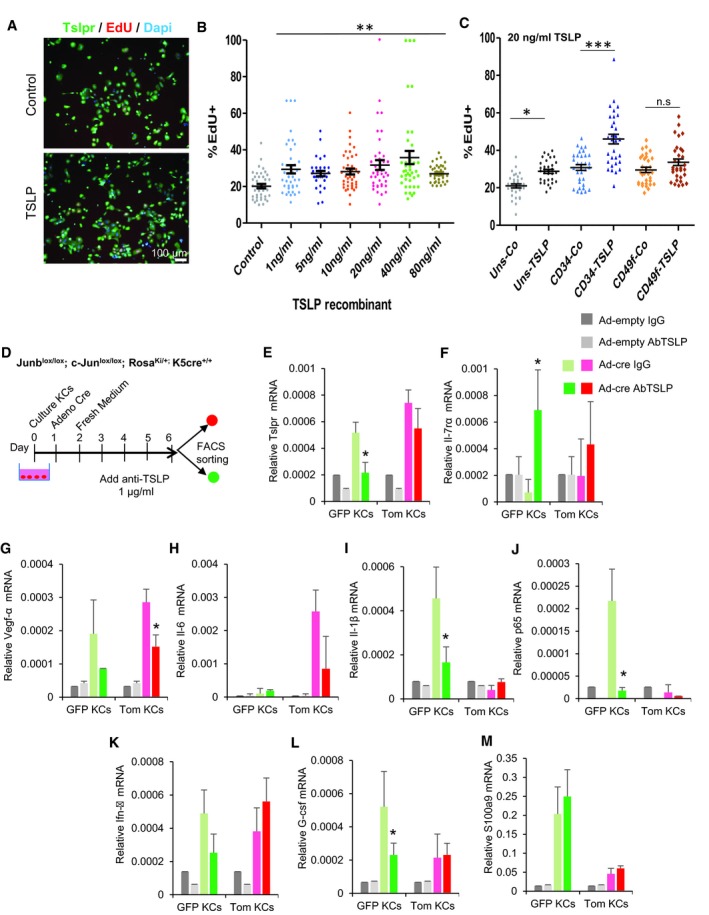
Regulation of keratinocyte proliferation and pro‐inflammatory mediators by TSLP (related to Fig 6) AImmunofluorescence images of TSLPR (green) and EdU (red) staining in primary keratinocyte cultures from wild‐type (WT) mouse skin treated with recombinant TSLP during 48 h.BPercentage of EdU^+^ WT keratinocytes after blocking with recombinant TSLP at different concentrations in culture. WT keratinocytes responded to recombinant TSLP treatment and increased their proliferation. *n* = 3 independent experiments. Data represent mean ± SD. Statistical significance **P < 0.01 (two‐way ANOVA and Bonferroni post‐test). See Appendix Table S2 for exact *P*‐values.CPercentage of EdU^+^ WT keratinocytes derived from bulge HF‐SCs (CD34^+^) and basal keratinocytes (CD49f^+^) after treating with TSLP recombinant in culture. Bulge HF‐SCs increased the proliferation rate rather than basal keratinocytes. *n* = 2 independent experiments. Data represent mean ± SD. Statistical significance *P < 0.05, ***P < 0.001 (two‐way ANOVA and Bonferroni post‐test). See Appendix Table S2 for exact *P*‐values.DExperimental design for induction of mutant^GFP^ KCs *in vitro* and neutralization of secreted TSLP by anti‐TSLP. Primary keratinocytes were cultured from the skin of Junb^lox/lox^; c‐Jun^lox/lox^; Rosa^Ki/+^; and K5cre‐ERT^+/+^ mice. 50% of mutant^GFP^ KCs were induced by infection with Cre Adenovirus, and the non‐infected cells were non‐mutant^Tom^ KCs. Adeno‐empty was used as control. After neutralization, GFP^+^ and Tomato^+^ KCs were sorted by FACS and RNA isolation was carried out for further gene expression profiling.E–MGene expression profiling of Tslpr, IL‐7ra, VEGFα, IL‐6, IL‐1β, p65, IFN‐γ, G‐CSF, and S100a9 in sorted GFP vs. Tom KCs after TSLP neutralization. *n* = 2 independent experiments. Data represent mean ± SD. Statistical significance *P < 0.05 (Student's two‐tailed *t*‐test relative to control group). See Appendix Table S2 for exact *P*‐value.

To determine whether local neutralization of TSLP reduces epidermal cell proliferation and psoriasis‐like progression *in vivo*, intradermal injections of TSLP antibody were applied to the right ear of both mouse models, DKO* and DKO*^K15^, 5 days after psoriasis‐like induction (Fig 6G). Anti‐TSLP treatment ameliorated psoriasis‐like plaque formation, ear thickness, and trans‐epidermal water loss (TEWL) in both mouse models, significantly in DKO* mice (Fig 6H–J) but not in DKO*^K15^ mice (Appendix Fig S6A and B). In order to determine whether this disease amelioration was caused by the reduction of epidermal cell proliferation and/or by reduction in the inflammatory response, FACS analyses were performed to quantify proliferative epidermal cells (Fig 6K) and immune cells infiltration (Appendix Fig S6C and D) from the ear of DKO* and DKO*^K15^ mice. Proliferating epidermal cells were significantly reduced in both mouse models after anti‐TSLP treatment (Fig 6K), confirmed by a reduction of epidermal hyperplasia and proliferation by Ki67 expression in ear sections (Fig 6L). Furthermore, the number of neutrophils on the treated ears was reduced in DKO* mice, but less in DKO*^K15^ mice (Appendix Fig S6C and D).

The JAK/STAT signaling pathway through TSLP/TSLPR has been widely studied for the activation of dendritic cells in allergies/inflammatory diseases such as atopic dermatitis or airway allergies (Rochman *et al*, 2010). We next analyzed the expression of STAT3 and STAT5 phosphorylation (p‐STAT3, p‐STAT5) by immunofluorescence in ear sections of psoriasis‐like mice treated with anti‐TSLP or IgG (Appendix Fig S6E). DKO* mice treated with anti‐TSLP had decreased epidermal thickness and STAT5 phosphorylation, while p‐STAT3 remained unaffected in both models, suggesting that TSLP acts through p‐STAT5.

Overall, these data show that TSLP secretion by bulge HF‐SCs and mutant basal keratinocytes stimulates neighboring epidermal cells to hyper‐proliferate, activate p‐STAT5 and induce expression of VEGFα and IL‐6, contributing to the initiation of epidermal hyperplasia and the maintenance of chronic skin inflammation observed in psoriasis lesions. Autocrine regulation by TSLP secretion may activate pro‐inflammatory mediators, such as NF‐κB, IL‐1β, and G‐SCF in mutant bulge HF‐SCs and mutant basal keratinocytes, pushing the inflammatory signaling toward psoriasis progression.

### TSLP increases in hair follicles and IFE of scalp psoriasis patients

Finally, we analyzed the expression levels of TSLP in human scalp psoriasis patients (Fig 7). TSLP was expressed along the ORS in homeostasis of non‐lesional or healthy scalp, while IFE did not show any expression. In contrast, TSLP expression level was increased in lesional areas with psoriasis in both compartments, IFE and hair follicles (Fig 7A–C). Interestingly, bulge HF‐SCs labeled with CD200 did not express TSLP in psoriasis patients, neither lesional nor non‐lesional scalp, while sub‐bulge ORS increased its expression in lesional HFs (Fig 7D and E).

**Figure 7:**
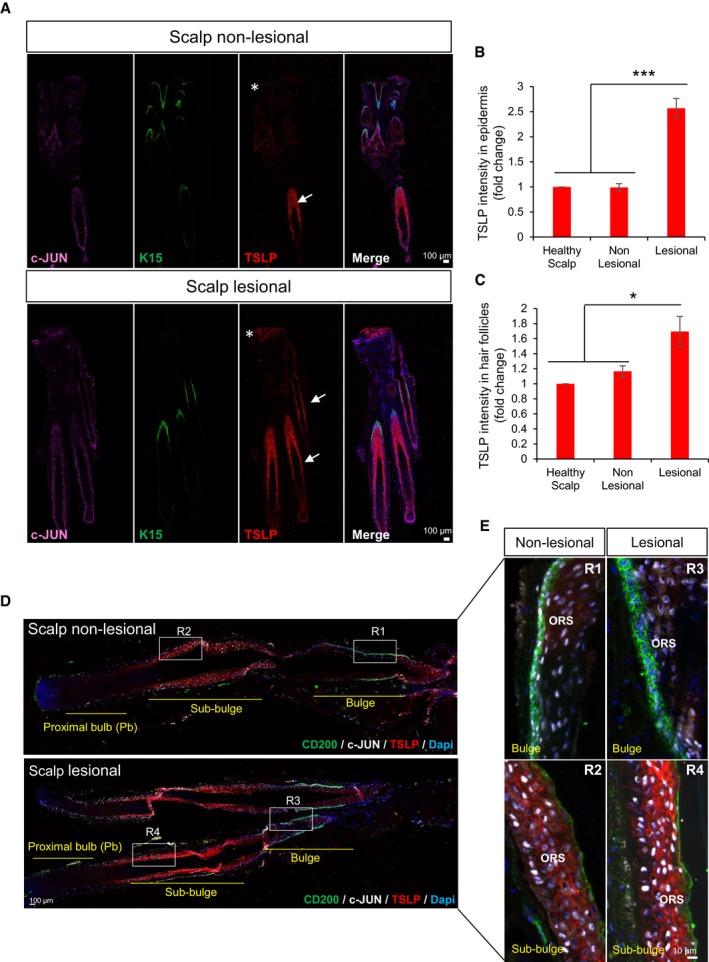
Scalp psoriasis patient skin shows increased expression of TSLP in hair follicles and epidermis ARepresentative composite immunofluorescence images of whole hair follicle units by confocal from non‐lesional and lesional scalp psoriasis patients. c‐JUN (purple), K‐15 (green), TSLP (red), and DAPI (blue). Asterisks represent the epidermis and arrows hair follicles.B, CTSLP intensity measurement in hair follicle units and epidermis by ImageJ from healthy scalp, non‐lesional, and lesional scalp psoriasis patients. Representation of fold change relative to control healthy scalp. *n* = 3 samples. Data represent mean ± SD. Statistical significance *P < 0.05, ***P < 0.001 (Student's two‐tailed *t*‐test). See Appendix Table S2 for exact *P*‐values.D, ERepresentative composite immunofluorescence images of whole hair follicle units by confocal from non‐lesional and lesional scalp psoriasis patients (D) and magnification images of specific regions from the HFs (E). CD200 (green), c‐JUN (white), TSLP (red), DAPI (blue).

## Discussion

It is well established that Jun/AP‐1 transcription factors are involved in chronic skin inflammation. Reduced expression of JUNB/c‐JUN in lesional regions of the inter‐follicular epidermis (IFE) of psoriatic patients might be critical for the development of the disease (Zenz *et al*, 2005) despite the high variability in the expression of these factors (Haider *et al*, 2006; Park *et al*, 2009; Guinea‐Viniegra *et al*, 2014). Using an epidermal lineage tracing approach in skin inflammatory mouse models with inducible epidermal deletion of c‐Jun and JunB, we show that mutant bulge hair follicle stem cells (HF‐SCs) are sufficient to initiate and maintain disease development, whereas mutant IFE cells, also initiators of the disease, are lost during psoriasis‐like progression. The lesional psoriasis‐like areas of the mouse IFE displayed a mosaic pattern of cells expressing c‐Jun/JunB, which is highly reminiscent to the observed variability in expression of JUNB/c‐JUN in psoriatic plaques of patients (Haider *et al*, 2006; Park *et al*, 2009; Guinea‐Viniegra *et al*, 2014). Interestingly, the analyses of human scalp psoriatic patients show for the first time a significant reduction in the levels of c‐JUN and JUNB specifically in bulge HF‐SCs, supporting our hypothesis that AP‐1 transcription factors in the bulge may control HF‐SC homeostasis.

The data from the mouse models suggest that the inducible deletion of c‐Jun and JunB in HF‐SCs can initiate and maintain psoriasis‐like plaques in ear skin, the epidermal hyperplasia and inflammatory features of the disease, but it does not fully recapitulate the systemic effects observed in the DKO* psoriasis‐like mice. These differences provide a unique opportunity to study separately the specific systemic features derived from mild/moderate psoriasis in DKO* ^**K15**^ mice vs. severe psoriasis‐like disease in DKO* mice, including different target treatments in two complementary mouse models. Furthermore, these genetic modifications in IFE or HF‐SCs might also reflect the high variability of the disease severity and psoriasis types in human patients, in which some patients show small psoriatic plaques with mild severity, while others develop multiple psoriatic plaques and co‐morbidities.

An important finding using lineage tracing and cell dynamic studies in these mouse models is the distinct behavior of different epidermal stem cell populations during disease initiation and progression. Interestingly, the inflammatory skin disease is sustained mainly by non‐mutant keratinocytes, while IFE mutant keratinocytes, basal and suprabasal, may contribute to the initiation, but not to the progression of the disease. Recent studies demonstrated that the epidermis is able to correct aberrant growth and inflammation to maintain tissue homeostasis through the elimination of damaged/mutant epidermal cells (Brown *et al*, 2017; Kashiwagi *et al*, 2017). However, in both psoriasis‐like mouse models, although mutant IFE cells are eliminated over time, the chronic skin inflammation is perpetuated by the survival of mutant HF‐SCs. We propose that the expression of c‐Jun and JunB is differentially regulated in distinct stem cell populations in the epidermis and that specific disruptions in the levels of these AP‐1 factors are important in HF‐SCs, which enhance their survival and promote the development of psoriasis‐like disease.

Importantly, mutant HF‐SCs have an inflammatory transcriptomic signature distinct from other epidermal populations. For instance, several pro‐inflammatory cytokines and arachidonic acid metabolic pathways described to be critical in psoriasis, such as IL‐23 (Rizzo *et al*, 2011), IL‐1α (Sanmiguel *et al*, 2009), TNF‐α (Kock *et al*, 1990; Kumari *et al*, 2013), TSLP (Volpe *et al*, 2014), or PTGS2 (Samuelsson, 1991), were up‐regulated. A recent report showed that during hair follicle regeneration, CD34^+^ bulge HF‐SCs displayed up‐regulated expression levels of genes involved in the regulation of the cell cycle and inflammatory responses, such as TNF‐α and IL‐23 (Hoeck *et al*, 2017). The aberrant up‐regulation of a pro‐inflammatory signaling cascade in mutant HF‐SCs may be sufficient to increase cell survival and the acquisition of a psoriasis‐like phenotype, not only in mutant HF‐SCs, but also in neighboring non‐mutant cells. Interestingly, some arachidonic acid metabolites can regulate the survival of different adult stem cell populations (Widera *et al*, 2006; Porter *et al*, 2013). Furthermore, these pro‐inflammatory mediators may also be involved in the recruitment of inflammatory cells, such as dendritic cells, neutrophils, or T cells (Albanesi *et al*, 2018).

Similarly, mutant epidermal cells can also stimulate neighboring non‐mutant epidermal cells to trigger hyperplasia in a paracrine fashion. In both mouse models*,* we show that non‐mutant keratinocytes acquire a proliferative advantage, which is induced by paracrine factors secreted by mutant keratinocytes such as TSLP. TSLP is a cytokine expressed by epithelial cells, including keratinocytes, and plays an important role in allergic inflammation, such as atopic dermatitis (AD) (He *et al*, 2008). Overproduction of TSLP was found in keratinocytes of human AD skin lesions (Soumelis *et al*, 2002) and in psoriasis patients (Volpe *et al*, 2014). Most studies focus on the role of TSLP in activating inflammatory cells, such as dendritic cells, although its role in epidermal cell–cell communication is not well understood. Our data indicate that TSLP secretion from mutant keratinocytes enhances cell proliferation and VEGFα expression in non‐mutant keratinocytes, an effect that was found reduced by neutralizing TLSP. We have previously reported in the DKO* mouse model that treatment with anti‐VEGF antibody ameliorates the disease (Schonthaler *et al*, 2009) and epidermal‐specific VEGFα overexpression in transgenic mice leads to spontaneous chronic skin inflammation (Xia *et al*, 2003). Importantly, during psoriasis‐like disease initiation, TSLP is produced by mutant HF‐SCs and at late stage also by non‐mutant HF‐SCs. These mutant HF‐SCs also up‐regulate several kallikreins (Klk7 and Klk14), and elevated Klk expression in keratinocytes results in significantly enhanced protease activity and augmentation of TSLP levels (Briot *et al*, 2010; Bin *et al*, 2011). 

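In the HF-SC GFP libraries of mice 814, 815 and 817, Klk7 (chromosome 7, 51066814 to 51071729, NCBIM37) had 72.2, 62.4 and 7.57 FPKM, and the HF-SC Co libraries of mice 810, 825 and 828 had 4.42, 14.9 and 7.27. The groups overlapped, and the log2 fold change of 1.93 did not pass the adjusted p-value threshold (adjusted p = 0.0506, limma, Benjamini-Hochberg adjustment). Klk14 (chromosome 7, 50945788 to 50950906) had 3.88, 1.58 and 0.497 FPKM in HF-SC GFP and 0.422, 0 and 0.129 in HF-SC Co, a log2 fold change of 1.18 (adjusted p = 0.00634, same test), which lies under the call threshold of 2.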

Local administration of anti‐TSLP in psoriasis‐like mice resulted in the reduction of the phenotype due to epidermal hyperplasia regression and inhibition of STAT‐5 phosphorylation (p‐STAT5) in the epidermis. The activation of STAT‐5 by TSLP has been described to play an important role in survival and proliferation of CD4^+^ T cells in allergic/inflammatory skin and airway disorders (Rochman *et al*, 2010). However, phosphorylation of STAT3 in epidermal cells and immune cell infiltration remained equally activated in both mouse models, suggesting that epidermal proliferation induced by TSLP in psoriasis‐like disease maybe acting through activation of STAT5, and not STAT3 phosphorylation. These novel findings extend the role of TSLP to the regulation of keratinocyte proliferation in psoriasis‐like progression, which is an important hallmark in psoriasis. Interestingly, scalp psoriasis patients overexpressed TSLP in the IFE and in the ORS of the sub‐bulge region of HFs; however, bulge HF‐SCs did not express TSLP. CD34 labels sub‐bulge cells in human HFs, but bulge HF‐SCs are negative for this marker and positive for CD200 (Purba *et al*, 2014). Whether CD34 sub‐bulge populations in human HFs or other stem cell populations respond to TSLP is still unsolved. The specific response to TSLP by different stem cell subpopulations in the hair follicles of psoriatic patients as well as potential cross‐talk between cell populations will require further investigation. In addition, further investigations will be required to determine whether local neutralization of TSLP in combination with specific HF‐SCs pro‐inflammatory mediators such as PGE2 could be an effective treatment for psoriasis.

In conclusion, our study describes a novel contribution of epidermal stem cells in psoriasis‐like development and provides insights into new cellular and molecular mechanisms underlying the disease. These findings open new avenues for further investigations toward discovering novel therapies against psoriatic HF‐SCs, which might be beneficial for treating specifically psoriasis from different skin regions.

## Materials and Methods

### Human psoriasis biopsies

A total of seven scalp human biopsies were obtained in this study. Five were obtained from psoriatic patients with lesional scalp psoriasis and non‐lesional scalp psoriasis from the same patient, and two healthy scalp samples from occipital scalp region of volunteer hair transplant patient. All samples were obtained through informed consent after protocol approval by the Clinical Research Ethical Committees of Hospital Donostia and the University of Las Palmas de Gran Canaria, and the experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Scalp biopsies were harvested using between 1 and 4 mm diameter punch (at least with a hair follicle unit). Scalp biopsies were directly embedded in optimal cutting temperature (OCT) compound for frozen sections, or fixed 24–48 h with neutral buffered 4% paraformaldehyde (PFA) and directly paraffin‐embedded. Five‐micrometer sections were stained either with hematoxylin and eosin (H&E) or processed for immunofluorescence staining (see below).

### Generation of lineage tracing system in psoriasis‐like mouse models

All mouse experiments were performed in accordance with the royal decree D53/2013 on the protection of animals used for scientific purposes (DIRECTIVE 2010/63/EU), and the Ethical Committee of the Health Institute Carlos III, “authorized Body” by the *Comunidad de Madrid* (CAM), has evaluated and approved all the procedures involving animal experimentation for this project.

The generation of the DKO* psoriasis‐like mouse model has previously been described (Zenz *et al*, 2005). Briefly, DKO* psoriasis‐like mouse model with mix background was generated by the cross of mice carrying the floxed *JunB* allele (*JunB* ^*f/f*^) and floxed *c‐Jun* allele (*c‐Jun* ^*f/f*^) with the transgenic mice expressing the Cre recombinase–estrogen receptor fusion under the control of the basal keratinocyte‐specific K5 promoter (K5‐Cre‐ERT) to obtain *JunB* ^*f/f*^ *c‐Jun* ^*f/f*^ K5‐Cre‐ERT mice. DKO*^K15^ psoriasis‐like mouse model was generated by the cross of mice carrying the floxed *JunB* allele (*JunB* ^*f/f*^) and floxed *c‐Jun* allele (*c‐Jun* ^*f/f*^) with the transgenic mice expressing the Cre recombinase–prostaglandin receptor fusion under the control of the bulge hair follicle stem cell‐specific keratin 15 promoter (K15‐Cre‐PGR) to obtain *JunB* ^*f/f*^ *c‐Jun* ^*f/f*^ K15‐Cre‐PGR mice.

To trace epidermal‐specific deletion of *JunB* ^*f/f*^ and *c‐Jun* ^*f/f*^ in DKO* and DKO*^K15^ mice, global double‐fluorescent Cre reporter mouse Gt(ROSA)26Sor^tm4(ACTB‐tdTomato,‐EGFP)Luo/J^ (referred as mT/mG: membrane‐Tomato/membrane‐Green) was crossed with DKO* and DKO*^K15^ mice (referred as DKO*‐mT/mG and DKO*^K15^‐mT/mG). Mice expressing Cre recombinase under the control of the K5 promoter or K15 promoter with wild‐type (*+/+*) or heterozygous (*+/f*) for *JunB* and *c‐Jun* were used as controls (Co^K5^‐mT/mG and Co^**K15**^‐mT/mG, respectively). Eight‐week‐old mutant mice and controls (males and females) were injected daily (intraperitoneal), four times with 2 mg tamoxifen (Sigma) or mifepristone (Cayman Chemical) in DKO*‐mT/mG and DKO*^K15^‐mT/mG to induce the deletion of floxed *JunB* and *c‐Jun* alleles in the DKO*‐mT/mG and DKO*^K15^‐mT/mG, respectively. In addition, constitutive Tomato expression was irreversibly replaced by the expression of GFP upon the removal of the loxP‐flanked stop sequence only in the basal layer of epidermal cells that delete *JunB* and *c‐Jun* in DKO*‐mT/mG, or only in bulge hair follicle stem cells in the case of DKO*^K15^‐mT/mG animals.

### Intravital imaging

Psoriasis‐like DKO*‐mT/mG mice at day 7 after tamoxifen induction were anaesthetized with vaporized isoflurane and placed in a hand‐made platform for the mounting of the ear into a coverslip until it was completely flattened and immobile. Mice were well hydrated by a subcutaneous injection of 1 ml saline, and their temperature was kept at 35°C in a microscope incubator equipped with an air heater and temperature probe (The Cube, Life Imaging Services). Mice were provided with vaporized isofluorane at 1.5% through a nose cone for the course of the live imaging session during 8 h.

All mice were imaged with a TCS‐SP5 confocal microscope (Leica Microsystems) equipped with AOBS and a HCX PLAN APO 20×/0.7 N.A. dry objective. EGFP and TdTomato emission were acquired every 10 min. Image processing, measurements, assembly, and editing of time‐lapse movies were performed using Image J.

### Immunofluorescence

Serial sections from human scalp biopsies and mouse ears embedded in OCT or human scalp biopsies embedded in formalin‐fixed paraffin were processed for immunofluorescence. Frozen sections were fixed with neutral buffered 4% paraformaldehyde (PFA) for 15 min at room temperature (RT) and washed three times with phosphate‐buffered saline (PBS). Paraffin sections were processed for their deparaffinization and antigen retrieval. Primary antibodies specific for c‐Jun (Cell Signaling, clone 60A8, ref # 9165, dilution 1:100), JunB (Cell Signaling, clone C37F9, ref # 3753, dilution 1:100), Keratin 15 (Santa Cruz, clone LHK15, dilution 1:400), CD200 (Bio‐Rad, ref # MCA1960GA, dilution 1:100), GATA‐6 (R&D Systems, ref # AF1700, dilution 1:400), TSLP (BioLegend, ref # 515901, dilution 1:200), TSLPR (Invitrogen, ref # Pa5‐20380, dilution 1:200), Keratin 5 (BioLegend, ref # 905901, dilution 1:1,000), cleaved caspase‐3 (Cell Signaling, clone Asp175, ref # 9661S, dilution 1:100), Ki67 (Master Diagnostica, clone SP6, dilution 1:5), pSTAT3 (Cell Signaling ref # 9145, dilution 1:100), and pSTAT5 (Cell Signaling ref # 9351, dilution 1:100) were incubated overnight (O/N) at 4°C. Sections were then washed three times with PBS and incubated with secondary antibodies conjugated to the appropriate fluorophores (Alexa Fluor 647, Life Technologies, dilution 1:200) for 1 h at RT. Sections were then washed three times with PBS and mounted with gel mount to be analyzed by fluorescence microscopy or confocal.

For whole‐mount immunostaining, ear skin was dissected, fixed in 4% paraformaldehyde O/N at 4°C, and washed three times in PBS. The samples were incubated in 1.5% Triton X‐100 and 0.1% Tween in PBS (PBS‐TT) for 3 h at RT. Then, samples were blocked with 10% donkey serum in PBS‐TT (blocking buffer) O/N at RT. Primary antibody for staining bulge hair follicle stem cells, CD34 (BD Pharmingen™, clone RAM34, ref # 553731, dilution 1:100), was diluted in blocking buffer and incubated 24 h at RT. After the staining, samples were washed three times during 6 h in PBS‐TT. For immunofluorescence detection, the samples were incubated in blocking buffer containing Alexa‐647‐conjugated secondary antibodies for 24 h at RT. After three washes as described previously, the samples were stained with Hoechst (1:500) O/N at 4°C. Three washes with PBS‐TT were performed, and samples were kept in glycerol at 80° for confocal microscopy imaging.

### Flow cytometry analysis and FACS

To obtain fresh dissociated epidermal cells from ear skin of psoriasis‐like and control mice, the epidermis was separated from the dermis by trypsin digestion (0.75%) for 1 h at 37°C. After mechanical dissociation, the cell suspension was filtered through a 70 μm cell strainer and centrifuged 5 min at 445 *g*. Pellet was re‐suspended in culture medium for further flow cytometry analysis or FACS depends on experiment.

Analysis of different epidermal subpopulations by flow cytometry was carried out. Epidermal cells were counted, centrifuged and re‐suspended in PBS with 1% chelated FBS and 1% BSA (staining buffer), and stained for 30–45 min at 4°C with the following conjugated surface markers depending on the experiment: CD45‐APC‐Cy7 (BioLegend, clone 30‐F11, dilution 1:400), CD31‐PerCP/Cy5.5 (BioLegend, dilution 1:100), CD49f‐PE‐Cy7 (BioLegend, dilution 1:400), CD34‐Alexa‐647 (BD Pharmingen™, clone RAM34, dilution 1:100), Sca‐1‐PerCP/Cy5.5 (BioLegend, clone D7, dilution 1:400), CD3e‐PE‐Cy7 (BioLegend, dilution 1:100), CD11b‐FITC (BioLegend, dilution 1:100), CD11c‐APC (BioLegend, dilution 1:100), and Ly6G‐PeRP/Cy5.5 (BioLegend, dilution 1:100). EdU staining was carried out following the manufacturing protocol (Click‐iT Plus EdU Alexa Fluor 647 Flow cytometry Assay Kit, Molecular probes, # C10634).

After staining, cells were washed with staining buffer, stained with DAPI to exclude dead cells, and analyzed by FACS CANTO II (BD, San Jose CA). At least 25,000 alive single events were collected. All data are analyzed using FlowJo 7.6.5 (Treestar, Oregon).

Sorting of different epidermal subpopulations (basal keratinocytes and hair follicle stem cells) was performed after carrying out the staining explained above. After staining, cells were filtered through a 40 μm cell strainer onto 5 ml polypropylene sterile tubes. Sorting procedures were done excluding dead cells and doublets. GFP^+^ and Tomato^+^ epidermal basal keratinocytes and hair follicle stem cells were purified into TRIzol LS for RNA isolation, or into cell lysis buffer 1× (Cell Signaling, ref # 9803S) for ELISAs, or collected in keratinocyte serum‐free medium with growth factors (KGM, Invitrogen) for primary keratinocyte cultures.

### Primary cultures and live‐cell imaging

For keratinocyte colony formation assay, basal keratinocytes and hair follicle stem cells sorted by FACS were cultured in a 12‐well culture plate treated with Coating Matrix Kit (Cascade Biologicals) in KGM (Invitrogen) in a concentration of 500 cells/cm^2^. After 10 days in cultures, Tomato^+^ and GFP^+^ colonies of keratinocytes were quantified by fluorescence microscopy. Isolated keratinocytes and keratinocyte colonies formed by less of 10 cells were discarded in this study. Three independent experiments with technical duplicates were performed for statistical analysis.

For live‐cell time‐lapse imaging of purified single cultures or co‐cultures of Tomato^+^ and GFP^+^ keratinocytes, fresh isolated epidermal cells from ear skin of psoriatic‐like DKO* or control mice were cultured in KGM in a 24‐well culture plate treated with Coating Matrix Kit in a concentration of 2,000 cells/cm^2^. Each type of epidermal subpopulation was cultured alone, or in contact co‐cultures (1:1 proportion) of mutant^GFP^ cell with non‐mutant^Tom^ cells or in co‐cultures using 12‐well trans‐well system, in which non‐mutant^Tom^ cells were cultured in the bottom and mutant^GFP^ cells were cultured in the insert. Time‐lapse images were captured using CCD confocal incubator microscope at 37°C and 5% CO2. Images of small colonies formed after 3–5 days in culture from alone GFP^+^ epidermal cells, or co‐cultures of GFP^+^: Tomato^+^ keratinocytes were captured with 20× objective as six selected fields where keratinocyte colonies were located in 15‐min intervals for 48 h. Images of Tomato^+^ keratinocytes from trans‐well experiments were captured each 48 h during 6 days. Cell death was analyzed by TOPRO‐3 and DAPI staining. Image processing, measurements, assembly, and editing of time‐lapse movies were performed using Image J. Three independent experiments were performed for statistical analysis.

To recombinant TSLP treatment, fresh isolated epidermal cells from ear and tail skin or purified bulge HF‐SCs and basal KCs of WT mice were cultured in KGM in a 24‐well culture plate treated with Coating Matrix Kit in a concentration of 10,000 cells/cm^2^. Next day, mouse recombinant TSLP (eBioscence, ref # 14‐8498‐80) was added at different concentrations during 48 h. 5‐Ethynyl‐2′‐deoxyuridine (EdU) was added to the cultures after 2 days with mouse recombinant TSLP in a concentration of 10 μM during 5 h at 37°C. EdU and anti‐TSLPR staining was performed, and random confocal images were captures. EdU^+^ keratinocytes were quantified by Image J. Three independent experiments were performed for statistical analysis.

### Adenovirus infection and TSLP neutralization

Fresh dissociated epidermal cells from ear and tail epidermis of adult *JunB* ^*f/f*^ *c‐Jun* ^*f/f*^ RosamT/mG^*f/f*^ mice were plated in a 24‐well culture plate treated with Coating Matrix Kit (Cascade Biologicals) in KGM (Invitrogen) in a concentration of 15,000 cells/cm^2^. Twenty‐four hours later, *JunB* ^*f/f*^ *c‐Jun* ^*f/f*^ RosamT/mG^*f/f*^ keratinocyte cultures were infected with adenoviruses expressing Cre (Ad‐cre) or empty (Ad‐empty) purchased from the University of lowa in a concentration of 3 × 10^6^ particles of virus per ml of KGM. The medium with adenoviruses was changed by fresh KGM 16 h after infection. Two days after infection, around 50–60% of primary keratinocytes became GFP positive and the rest were Tomato positive and anti‐TSLP antibody (PROALT‐Protein Alternatives S.L, clone 28F12) was added to the cells every day during three consecutive days in a concentration of 500 ng/ml or 1 μg/ml. Mouse IgG was added in parallel as control. 5‐Ethynyl‐2′‐deoxyuridine (EdU) was added to the cultures after 3 days with anti‐TSLP antibody in a concentration of 10 μM during 5 h at 37°C. For further analysis, cells were fixed with PFA 4% in PBS for EdU staining (Thermo Fisher, C10086) or they were harvested for RNA isolation from total cultures or from purified GFP^+^ and Tom^+^ KCs by FACS. Conditioned medium was also harvested to quantify soluble TSLP by ELISA according to the manufacturer's instructions (Mouse TSLP Quantikine ELISA Kit, Ref # MTLP00, R&D Systems). Conditioned medium was diluted to 1:50.

*In vivo* neutralization of TSLP was performed by three intradermal injections of 20 μg of ab‐TSLP or IgG each 72 h on the right ear of DKO* and DKO*^15^ 5 days after psoriasis‐like induction. Left ears were injected with PBS. EdU was applied to mice by IP injection 2 h before euthanasia. FACS analyses were performed as described above.

### RNA isolation and qPCRs

After FACS, each purified epidermal subpopulation was collected in TRIzol LS (Thermo Fisher Scientific) for further RNA isolation as described by manufacturer's instructions. RNA extraction was followed by reverse transcription using Promega kit (A2801). qPCR analyses were carried out using SYBR Green Master Mix Kit (Qiagen, 204143). Expression levels were compared to housekeeping gene RPL4. The primer sequences are shown in Appendix Table S1.

### RNA‐seq

Whole‐genome transcriptomic analysis was performed by Next‐Gen RNA‐sequencing in four groups of psoriatic‐like epidermal subpopulations after FACS and RNA isolation described above: Mutant^GFP^, non‐mutant^Tom^ basal keratinocytes, mutant^GFP^, and non‐mutant^Tom^ hair follicle stem cells were purified from the ears of three independent psoriatic‐like DKO* mice after 7 days of tamoxifen induction. RNA‐seq was also performed in control basal keratinocytes and hair follicle stem cells from the ears of three Co‐mT/mG mice for further analysis. Next‐Gen library construction and sequencing procedures were carried out by the Genomic Unit at CNIO, and further analysis was carried out by Bioinformatics Unit at CNIO. After confirmation of RNA quality by Agilent 2100 Bioanalyzer, variable amounts of total RNA samples, between 4 and 10 ng, were processed with the SMART‐Seq v4 Ultra Low input RNA Kit (Clontech) by following manufacturer's instructions. Briefly, oligo(dT) primes preferentially reverse transcription of poly(A) RNA in the presence of a template switching oligonucleotide, and then, limited‐cycle PCR produces double‐stranded cDNA. Resulting cDNA was subsequently processed with the “Nextera XT DNA Library Prep Kit” (Illumina), which fragments and inserts Illumina adapters. Adapter‐ligated non‐directional libraries were completed by 12 cycles of PCR.

The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation and sequenced on an Illumina HiSeq 2500 following manufacturer's protocols. Fifty‐one base single‐end sequencing reads were analyzed with the nextpresso pipeline (Grana *et al*, 2017), as follows: Sequencing quality was checked with FastQC v0.11.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mouse genome (NCBI37/mm9) with TopHat‐2.0.10 (Trapnell *et al*, 2012) using Bowtie 1.0.0 (Langmead *et al*, 2009) and SAMtools 0.1.19 (Li *et al*, 2009), allowing two mismatches and 20 multihits. Differential expression was tested with Cufflinks (Trapnell *et al*, 2012), using the mouse NCBI37/mm9 transcript annotations from https://ccb.jhu.edu/software/tophat/igenomes.shtml. GSEAPreranked (Subramanian *et al*, 2005) was used to perform gene set enrichment analysis of the described gene signatures on a pre‐ranked gene list, setting 1,000 gene set permutations. Differentially expressed genes (DEGs) were further analyzed for Venn's diagram (Venny^2.1^, http://bioinfogp.cnb.csic.es/tools/venny/), Gene Ontology Biological Process (Enrichr, http://amp.pharm.mssm.edu/Enrichr/), and predictable secreted proteins (ProteINSIDE, http://www.proteinside.org/).

### Statistical analyses

For studies including animals, *n* is the number of total animals tested, and for *in vitro* studies, the number of independent experimental replicates is indicated in Figure legends, with *n* representing number of repeats with different sets of cells. For RNA‐seq, three control mice and 3 DKO* mice were used. Data in bar graphs represent mean ± standard deviation (SD). Statistical analyses were performed using Prism5 (GraphPad) software. When comparing two groups, a two‐tailed Student's *t*‐test was used, and to compare three or more groups, a two‐way ANOVA and Bonferroni post‐test was implemented. *P*‐values were calculated with a confidence interval of 95% to indicate the statistical significance between groups. Statistically significant differences between groups are noted in figures with asterisks (*P < 0.05, **P < 0.01, ***P < 0.001).

## Author contributions

NG‐L conceived the project, designed and performed the experiments, and wrote the article. LFM performed experiments and contributed to manuscript writing. DM analyzed confocal microscopy experiments. GM‐S analyzed RNA‐seq. AI and FJ provided the human samples. EFW supervised the project, provided funding, and edited the article.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Movie EV1 Click here for additional data file.

Movie EV2 Click here for additional data file.

Movie EV3 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

All primary data, detailed protocols, and non‐commercially available materials can be requested from the corresponding author. The RNA‐seq datasets have been deposited to GEO under the accession number GSE119762 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119762).

# Supplementary material for: Role of bulge epidermal stem cells and TSLP signaling in psoriasis
**Source:** EMBO Mol Med. 2019 Sep 26;11(11):e10697. doi: 10.15252/emmm.201910697
**Supplement:** Supplementary file 3 — Movie EV1

**Role of bulge epidermal stem cells and TSLP signaling in psoriasis**

**Nuria Gago-Lopez et al.**

**Movie EV1. Intravital imaging of ear skin from DKO*-mT/mG mice.** Psoriasis-like DKO*-mT/mG mice at day 5, 7 and 15 after tamoxifen induction were anaesthetized with vaporized isoflurane and placed in a hand-made platform for the mounting of the ear into a coverslip until it was completely flattened and immobile. Mice were provided with vaporized isofluorane at 1.5% through a nose cone for the course of the live imaging session during 8 hours. Elimination of GFP+ epidermal cells were observed at day 7 in the course of 8 hours. At day 15, GFP^+^ epidermal cells were localized around hair follicles.

# Supplementary material for: Role of bulge epidermal stem cells and TSLP signaling in psoriasis
**Source:** EMBO Mol Med. 2019 Sep 26;11(11):e10697. doi: 10.15252/emmm.201910697
**Supplement:** Supplementary file 4 — Movie EV2

**Role of bulge epidermal stem cells and TSLP signaling in psoriasis**

**Nuria Gago-Lopez et al.**

**Movie EV2. Time lapse imaging of primary keratinocyte cultures from ear skin of DKO*-mT/mG mice.**

Representative time lapse movies of keratinocyte colonies derived from purified mutant^GFP^ bulge HF-SCs or b-KCs during 48 hours. Mutant^GFP^ bulge HF-SCs derived keratinocytes grow similarly to control^GFP^ KCs, while mutant^GFP^ b-KCs died.

.

# Supplementary material for: Role of bulge epidermal stem cells and TSLP signaling in psoriasis
**Source:** EMBO Mol Med. 2019 Sep 26;11(11):e10697. doi: 10.15252/emmm.201910697
**Supplement:** Supplementary file 5 — Movie EV3

**Role of bulge epidermal stem cells and TSLP signaling in psoriasis**

**Nuria Gago-Lopez et al.**

**Movie EV3. Time lapse imaging of primary keratinocyte co-cultures from ear skin of DKO*-mT/mG mice.**

Representative time lapse movies of mutant^GFP^ and non-mutant^Tom^ keratinocyte co-cultures derived from bulge HF-SCs or b-KCs during 48 hours. Non-mutant^Tom^ KCs derived from bulge HF-SCs or b-KCs increased the proliferation in contact with mutant^GFP^ KCs.

How the deposited data were processed for this re-analysis (not part of the article)

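RNA-seq was analysed for 18 libraries of sorted ear skin cells collected at day 7, 3 mice in each of 6 groups, namely bulge HF-SCs and b-KCs of control mice (Co) and their GFP and Tom fractions from DKO* mice. The grouping follows the sample labels and the methods, and no sample was left out. Other experiments of the paper, among them the qPCR, ELISA, culture, imaging and human work, were not analysed here.

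The authors aligned 51-base single-end reads to NCBI37/mm9 with TopHat 2.0.10, Bowtie 1.0.0 and SAMtools 0.1.19, allowed 2 mismatches and 20 multihits, and deposited 1 FPKM value per gene and library for 23951 genes. The deposited FPKM values are normalized for transcript length and library size by the authors, and the paper's text does not name any further scaling between libraries. The libraries were not made with strand information, so overlapping and antisense genes are uncertain, and so are near-identical paralogs because of the multihits. The statistical test that the authors ran with Cufflinks works on read-level estimates and could not be repeated from FPKM.

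What was computed from the FPKM values starts with a filter on genes with at least 1 FPKM in at least 3 of the 18 libraries, which left 12751 genes. These were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on log2(FPKM + 1) with 1 mean for each of the 6 groups. Fitting all groups together gives them a shared estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p-value under 0.01 and an absolute log2 fold change of at least 2, thresholds taken from Fig 5A. Each DKO* population was compared with its Co counterpart, GFP with Tom within each cell type, and the changes of HF-SCs with those of b-KCs by interaction terms. Marker lists were scored as the mean log2(FPKM + 1) per library and compared by exact two-sided permutation tests, whose smallest p for 3 against 3 is 0.1. Read depth and plots were made with Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The limma step was tested on simulated data, where 196 of 200 genes changed by 3 on the log2 scale were called and 0 of 12551 unchanged genes were. That simulation drew noise independently for each library, without a shared mouse effect, and changed genes in HF-SC GFP alone. Its change of 3 lay past the call threshold of 2, so it checks the code and does not measure error rates for these data.

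The genes named are those the paper names for these populations, those of the maps in Fig 5B and Fig EV4D and E, cell-type marker genes listed in advance, Xist and Y-linked genes, and the 5 genes with the largest change among those called in each comparison whose groups of libraries do not overlap. Skint3, Skint9 and Csn1s1 were added after their values were seen. The designs, the marker lists and the alternatives were set before the data were examined, apart from 4 alternatives that were chosen after seeing the data, an endothelial score as a covariate, a fit with the zeros of Krt14 and Krt15 treated as missing, the mouse as a random block for GFP against Tom and the bulge list without Krt15.

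The same mouse gave the GFP and Tom fractions of both cell types, as the mouse numbers in the sample labels state, and fits with the mouse as a block were made beside those without it, as a random block over all 18 libraries (limma's duplicateCorrelation) and, for GFP against Tom, as a fixed block over the 2 fractions alone. The random block was applied to GFP against Tom only after the data were seen. Read depth was taken from the FPKM steps of 4089 genes with 1 annotated transcript in the NCBIM37 annotation, in which 81.2% to 86.4% of low values lay within 0.1 of a whole read. Transcript length offsets of 0, 51 and 200 bases were tried for this step, and 0 was kept after its values were seen, since its peaks were sharpest. The implied depth was 16541700 to 26288400 reads per library. PCR reads without molecular identifiers are not independent molecules, so a floor of 3 reads covers counting error only. Of the 23951 symbols, 20903 have an entry in the annotation. Alternatives were another pseudocount, no filter on low values, other thresholds, fold changes from group mean FPKM, fits with only the groups compared, eBayes without a trend, rescaled libraries, the mouse block and each mouse left out in turn.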

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

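The tests of other splits of the mice for the differences between HF-SCs and b-KCs, and the tests on genes called in HF-SC Tom alone, were chosen only after the results were seen.

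The change from Co to GFP differed between HF-SCs and b-KCs for 110 genes, and the change from Co to Tom for 252 genes, by interaction terms in limma. Mmp3, Mmp13 and Mmp9 led the first set, at 5.77, 5.69 and 4.11 on the log2 scale. Of the genes the paper's text names, Tslp differed by 2.97 (adjusted p = 1.55e-04), Ptgs2 by 2.43 (adjusted p = 0.00342) and Il1a by 2.33 (adjusted p = 0.00819) in the GFP populations, and Tslp by 2.03 (adjusted p = 0.00101) in the Tom populations, all larger in HF-SCs (limma). Over the alternatives run these differences kept their direction, with adjusted p-values from 6.05e-06 to 0.00609, from 1.93e-05 to 0.0359, from 1.16e-05 to 0.0568 and from 7.59e-06 to 0.0162 in the same order, so that only the Tslp difference of the GFP populations stayed under 0.01 under each of them. Only 1 of the 10 splits of the 6 mice, the real one, gave as many genes in either comparison. The other splits gave at most 1 gene in either comparison, and since 10 splits cannot give a share under 0.1 whatever the data, this count by itself cannot exclude chance. All libraries of a mouse shared the same pattern of Xist and Y-linked genes, with 0 of the 6 mice in disagreement, which speaks against exchanged mouse numbers between males and females. A biological difference between the cell types remains a hypothesis, since RNA from other cells in the libraries was not excluded.

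Endothelial marker genes, a list of 16 that the paper does not discuss, were higher in HF-SC Tom than in HF-SC Co by 2.92 on the log2 scale (16 of 16 genes), as much as the 2.70 median of the vascular genes of Fig 5B, and were not higher in HF-SC GFP. This was the outcome set in advance for RNA from endothelial cells in the sorted Tom libraries, so such RNA is a candidate explanation of the vascular genes. The mT/mG reporter marks cells without recombination as Tomato-positive, so a Tomato gate alone would not exclude cells of other types. HF-SCs were also sorted for CD34 and high CD49f, but whether that gate excluded endothelial cells was not tested. The paper's methods list CD31 and CD45 among stains whose use varied with the experiment. They do not state whether the sort for RNA-seq excluded cells with these markers. Fibroblast RNA was tested in the same way and its marker genes did not rise, at -0.29. The scores of the HF-SC Tom libraries were 5.25 in mouse 814, 5.19 in 815 and 3.37 in 817. With the score as a covariate, 28 of the 250 genes called higher in HF-SC Tom alone stayed called. That test cannot tell the explanations apart. Groups account for 93.7% of the score's variance, and the covariate also left only 14 of the 82 genes called in all 4 populations. It kept 13 of the 20 mitotic genes of Fig 5B called higher in HF-SC Tom, so it did not remove all calls alike. Depth cannot be judged from the called genes either. All of them (100%) exceeded every control library in the shallowest HF-SC Tom library, of mouse 814, but they were chosen for being higher in Tom. The endothelial list was set in advance. The library of mouse 814 had 16541656 implied reads, and each HF-SC Co library had at least 18680998. Its endothelial score of 5.25 still lay above the 1.44 to 1.88 of the HF-SC Co libraries. The deeper HF-SC Tom libraries, of mice 815 and 817, scored no higher than it. For the endothelial list, these values argue against depth as the explanation. An endothelial program within HF-SC Tom cells cannot be told apart from endothelial RNA here.

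Proliferation marker genes, a list of 6, were higher than in Co by 1.71 in HF-SC GFP, 2.16 in HF-SC Tom, 0.62 in b-KC GFP and 1.11 in b-KC Tom, above the level of the control libraries, each with all 6 genes higher and no overlap between the groups, which chance gives in 10% of cases for 3 against 3 (p = 0.1, exact two-sided permutation test). Rescaling the libraries left the differences at 1.71, 2.17, 0.60 and 1.06. Beyond this and a pseudocount of 0.1, no technical explanation was tested for these genes. The list was lower in GFP than in Tom by 0.45 in HF-SCs and 0.49 in b-KCs. In both, 0 of the 6 genes were higher in GFP and the libraries did not overlap (p = 0.1 for each, same exact test). More dividing cells in the DKO* populations are a hypothesis that these values do not separate from RNA of dividing cells of other types.

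Further marker lists outside the genes the paper discusses lay above the control libraries without overlap (p = 0.1 for each, exact two-sided permutation test), which chance gives in 10% of cases for 3 against 3. The 8 leukocyte genes were higher than in Co by 0.65 in HF-SC GFP, 0.77 in HF-SC Tom, 0.39 in b-KC GFP and 0.23 in b-KC Tom, with 8, 8, 7 and 7 of the 8 genes higher. The 6 melanocyte genes were all higher in HF-SC GFP, by 0.71, and the endothelial genes were higher in b-KC Tom by 0.27 (13 of 16 genes). The size of these differences depended on the pseudocount. With a pseudocount of 0.1 they were 1.42, 1.62, 1.15 and 0.79 for leukocyte, 1.42 for melanocyte and 0.60 for endothelial genes. RNA from these cell types in the sorted libraries is a candidate explanation, and expression of the genes by the sorted cells themselves was not tested apart from it.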

How the results depend on the processing

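The endothelial covariate and the fit without the listed zeros were chosen after seeing the data. Tslp kept its direction and its side of the adjusted p-value threshold in both GFP comparisons under each of the alternatives run for it. Its log2 fold change lay between 5.43 and 6.11 in HF-SC GFP and between 2.36 and 2.79 in b-KC GFP, with adjusted p-values from 4.38e-11 to 9.21e-07 and from 1.93e-08 to 0.00135 (limma).

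Counts of genes moved by more than 1.5 times under several settings, and the cause was not tested. With a pseudocount of 0.1, the counts were 781 for HF-SC GFP against Co, 979 for HF-SC Tom against Co, 528 for b-KC GFP against Co, 755 for b-KC Tom against Co, 30 for b-KC GFP against Tom, 232 for the difference of the GFP change between cell types, 380 for the difference of the Tom change between cell types, 132 for genes higher in HF-SC GFP alone, 206 for genes higher in both HF-SC populations alone, 261 for genes lower in b-KC Tom alone and 155 for genes higher in all 4 populations. With fold changes as ratios of group mean FPKM without a pseudocount, they were 772 for HF-SC GFP against Co, 989 for HF-SC Tom against Co, 516 for b-KC GFP against Co, 758 for b-KC Tom against Co, 384 for HF-SC GFP against Tom, 25 for b-KC GFP against Tom, 255 for the difference of the GFP change between cell types, 443 for the difference of the Tom change between cell types, 405 for genes higher in HF-SC Tom alone, 145 for genes higher in HF-SC GFP alone, 214 for genes higher in both HF-SC populations alone and 273 for genes lower in b-KC Tom alone. With an absolute log2 fold change of at least 1, they were 1529 for HF-SC GFP against Co, 1906 for HF-SC Tom against Co, 1381 for b-KC GFP against Co, 1873 for b-KC Tom against Co, 489 for HF-SC GFP against Tom, 46 for b-KC GFP against Tom, 553 for the difference of the GFP change between cell types, 874 for the difference of the Tom change between cell types, 491 for genes higher in HF-SC Tom alone, 211 for genes higher in HF-SC GFP alone, 237 for genes higher in both HF-SC populations alone, 289 for genes lower in b-KC Tom alone and 260 for genes higher in all 4 populations. In fits with only the groups compared, they were 67 for HF-SC GFP against Tom and 0 for b-KC GFP against Tom, where 1436 genes had an unadjusted p-value under 0.05 between the b-KC fractions. Without the filter, the only count that moved this far was 7 for b-KC GFP against Tom. With the mouse number as a replicate block, fixed in fits of the GFP and Tom fractions alone, they were 151 for HF-SC GFP against Tom and 5 for b-KC GFP against Tom. With the mouse as a random block over all 18 libraries, they were 265 and 18 for these comparisons, for which it was chosen after the data were seen, and the other counts stayed within 1.5 times, the furthest being 162 for the difference of the GFP change between cell types. eBayes without a trend and rescaled libraries kept all 13 counts within 1.5 times of their main values. Rescaling moved the median of all genes by at most 0.06 on the log2 scale in any comparison.

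Leaving out each of the 6 mice in turn gave 313 to 496 for HF-SC GFP against Co, 425 to 718 for HF-SC Tom against Co, 168 to 407 for b-KC GFP against Co, 275 to 458 for b-KC Tom against Co, 163 to 417 for HF-SC GFP against Tom, 0 to 35 for b-KC GFP against Tom, 32 to 245 for the difference of the GFP change between cell types and 119 to 434 for the difference of the Tom change between cell types. For the sets, the same fits gave 197 to 345 for genes higher in HF-SC Tom alone, 68 to 116 for genes higher in HF-SC GFP alone, 73 to 97 for genes higher in both HF-SC populations alone, 93 to 128 for genes lower in b-KC Tom alone and 59 to 117 for genes higher in all 4 populations. Between the b-KC fractions, the 0 calls without mouse 814 or 815 stood beside 1133 and 837 genes with an unadjusted p-value under 0.05.

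With the endothelial score as a covariate, the counts were 325 for HF-SC Tom against Co, 12 for HF-SC GFP against Tom and 154 for genes higher in HF-SC Tom alone, of which 28 were among the 250 called without the covariate. With the listed zeros treated as missing, the sign turned for Krt14 in b-KC Tom, to 0.18, and for Krt15 in HF-SC GFP, to -1.49 and HF-SC Tom, to -1.59.

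Marker lists at low FPKM also moved with a pseudocount of 0.1, by more than the replicate SD. The endothelial list differed by -1.98 in HF-SC GFP against Co, -0.12 in b-KC GFP against Co, 0.60 in b-KC Tom against Co, -5.61 in HF-SC GFP against Tom and -0.72 in b-KC GFP against Tom. The fibroblast list differed by -0.56 in b-KC Tom against Co and 0.49 in b-KC GFP against Tom. The mural list differed by 0.40 in HF-SC GFP against Co, -0.55 in b-KC GFP against Co and -0.65 in b-KC Tom against Co. The melanocyte list differed by 1.42 in HF-SC GFP against Co, -0.76 in b-KC Tom against Co, 1.17 in HF-SC GFP against Tom and 0.84 in b-KC GFP against Tom. The leukocyte list differed by 1.42 in HF-SC GFP against Co, 1.62 in HF-SC Tom against Co, 1.15 in b-KC GFP against Co, 0.79 in b-KC Tom against Co and 0.36 in b-KC GFP against Tom. The neutrophil list differed by 4.91 in HF-SC Tom against Co. The bulge list differed by -0.68 in b-KC GFP against Co and -1.28 in b-KC Tom against Co. The sebaceous list differed by 0.34 in HF-SC Tom against Co and -2.02 in b-KC Tom against Co. The proliferation list differed by 2.33 in HF-SC Tom against Co. The joint leukocyte and neutrophil list without S100a8 and S100a9 differed by 1.47 in HF-SC GFP against Co, 1.73 in HF-SC Tom against Co, 1.35 in b-KC GFP against Co, 0.88 in b-KC Tom against Co and 0.46 in b-KC GFP against Tom. The sebaceous list outside the map differed by 0.15 in HF-SC Tom against Co and -1.59 in b-KC Tom against Co. Without Krt15, a choice made after the data were seen, the bulge list differed by -0.37 in b-KC GFP against Co and -0.67 in b-KC Tom against Co. Rescaled libraries left every list difference within the replicate SD.

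Of 1618 values of single genes, 25 became weaker with a pseudocount of 0.1, 31 became stronger and 20 changed sign. The sign changed for Awat1 at -0.051 in b-KC GFP against Co, Sp100 at -0.020 in b-KC Tom against Co, Ramp2 at 0.012 in b-KC GFP against Tom, Mapk12 at -0.026 in HF-SC GFP against Co, Ccl11 at 0.18 in HF-SC GFP against Tom, Glipr2 at 0.038 in b-KC Tom against Co, Podxl at -0.017 in b-KC Tom against Co, Enpp2 at 0.0025 in b-KC GFP against Tom, Nog at -0.025 in b-KC GFP against Tom, Sox18 at -0.10 in b-KC Tom against Co, Dcn at -0.037 in HF-SC Tom against Co, Col5a1 at -0.064 in HF-SC GFP against Tom, Cd34 at -0.080 in b-KC GFP against Co, Cd34 at -0.11 in b-KC Tom against Co, Mc5r at 0.0060 in HF-SC Tom against Co, Xist at -0.11 in HF-SC Tom against Co, Ddx3y at -0.068 in HF-SC GFP against Co, Ddx3y at -0.0072 in b-KC GFP against Co, Skint3 at -0.30 in HF-SC GFP against Co and Lif at 0.61 in the GFP change of HF-SCs against that of b-KCs. With the endothelial score as a covariate, the sign changed for Psors1c2 at -0.29 in HF-SC Tom against Co, Lif at -0.48 in HF-SC GFP against Tom, Ptgs2 at -2.05 in HF-SC GFP against Tom, Il23a at -0.045 in HF-SC Tom against Co, Il6 at -1.95 in HF-SC Tom against Co, Il6 at 1.86 in HF-SC GFP against Tom and Klk14 at -0.84 in HF-SC Tom against Co. With ratios of group mean FPKM, the sign changed for Lif at 0.88 in the GFP change of HF-SCs against that of b-KCs, Ptgs2 at 0.059 in b-KC Tom against Co and Il1b at 0.27 in HF-SC GFP against Tom. With rescaled libraries, the sign changed for Lif at 0.038 in the GFP change of HF-SCs against that of b-KCs. Across the 6 fits that each left out 1 mouse, the sign also changed for Fetub from -0.064 to 0.15 in the Tom change of HF-SCs against that of b-KCs, Lif from -0.11 to 0.068 in the GFP change of HF-SCs against that of b-KCs, Lif from -0.22 to 0.16 in the Tom change of HF-SCs against that of b-KCs, Ptgs2 from -0.35 to 0.20 in b-KC Tom against Co, Il1b from -0.71 to 0.20 in HF-SC GFP against Tom, Klk7 from -0.50 to 0.27 in HF-SC Tom against Co, Klk7 from -0.70 to 0.46 in b-KC GFP against Co and Klk14 from -0.19 to 0.11 in the Tom change of HF-SCs against that of b-KCs. Klk14, listed at 0 in all b-KC Co libraries, has no such ratio there. Of 118 values of genes the paper's text names, fits with only the groups compared made 11 weaker and 9 stronger, leaving out mouse 817 made 35 stronger, and leaving out any 1 of the other mice made 8 to 13 weaker.

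Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in each of the 4 comparisons with Co, and the other splits gave at most 1. Between GFP and Tom, 1 of the 4 splits that part the same 3 mouse pairs gave as many genes, in HF-SCs and in b-KCs alike, and the other splits mix the fractions of some mice. Neither number of splits can give a share under 0.05. The implied depth, from 16541700 to 26288400 reads per library, limits genes of low expression, such as Klk14 and Lif, more than genes such as Tslp, which had 34.9 implied reads in its lowest library.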

Differences from the paper's values

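Counts of differentially expressed genes were lower than the paper's. In what follows, the other alternatives set before the data were examined still differed, and counts were taken to differ when one was over 1.5 times the other. For HF-SC GFP against Co, 391 genes were called against the paper's 701, and the values that no longer differed were 781 with a pseudocount of 0.1, 772 with ratios of group mean FPKM and 496 with mouse 817 left out. For HF-SC Tom against Co, 521 genes were called against the paper's 972, and the values that no longer differed were 979 with a pseudocount of 0.1, 989 with ratios of group mean FPKM and 718 with mouse 817 left out. For b-KC GFP against Co, 239 genes were called against the paper's 444, and the values that no longer differed were 528 with a pseudocount of 0.1, 516 with ratios of group mean FPKM and 407 with mouse 817 left out. For b-KC Tom against Co, 351 genes were called against the paper's 632, and the values that no longer differed were 755 with a pseudocount of 0.1, 758 with ratios of group mean FPKM and 458 with mouse 817 left out.

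The same held for the numbers by direction and for the sets, apart from the genes higher in all 4 populations. Their number did not differ, at 82 against about 110 in Fig 5A, read by eye. It did differ at 260 with an absolute log2 fold change of at least 1 and at 73 in fits with only the groups compared. With mouse 814, 815, 825 or 828 left out it was 59 to 65, which differed as well. In HF-SC GFP against Co, 310 genes were higher, the paper's value is about 560 in Fig 5A, read by eye, and the values that no longer differed were 602 with a pseudocount of 0.1, 596 with ratios of group mean FPKM and 404 with mouse 817 left out. In HF-SC Tom against Co, 460 genes were higher, the paper's value is about 820 in Fig 5A, read by eye, and the values that no longer differed were 825 with a pseudocount of 0.1, 830 with ratios of group mean FPKM and 607 with mouse 817 left out. In b-KC GFP against Co, 164 genes were higher, the paper's value is about 300 in Fig 5A, read by eye, and the values that no longer differed were 335 with a pseudocount of 0.1, 323 with ratios of group mean FPKM and 262 with mouse 817 left out. In b-KC Tom against Co, 159 genes were higher, the paper's value is about 280 in Fig 5A, read by eye, and the values that no longer differed were 305 with a pseudocount of 0.1, 297 with ratios of group mean FPKM and 211 with mouse 817 left out. In HF-SC GFP against Co, 81 genes were lower, the paper's value is about 150 in Fig 5A, read by eye, and the values that no longer differed were 179 with a pseudocount of 0.1 and 176 with ratios of group mean FPKM. In HF-SC Tom against Co, 61 genes were lower, the paper's value is about 150 in Fig 5A, read by eye, and the values that no longer differed were 154 with a pseudocount of 0.1, 159 with ratios of group mean FPKM and 111 with mouse 817 left out. In b-KC GFP against Co, 75 genes were lower, the paper's value is about 150 in Fig 5A, read by eye, and the values that no longer differed were 193 with a pseudocount of 0.1, 193 with ratios of group mean FPKM and 145 with mouse 817 left out. In b-KC Tom against Co, 192 genes were lower, the paper's value is about 350 in Fig 5A, read by eye, and the values that no longer differed were 450 with a pseudocount of 0.1, 461 with ratios of group mean FPKM and 247 with mouse 817 left out. The number of genes higher in HF-SC Tom alone was 250, the paper's is about 430 in Fig 5A, read by eye, and the values that no longer differed were 353 with a pseudocount of 0.1, 491 with an absolute log2 fold change of at least 1, 405 with ratios of group mean FPKM and 345 with mouse 817 left out. The number of genes higher in HF-SC GFP alone was 84, the paper's is about 160 in Fig 5A, read by eye, and the values that no longer differed were 132 with a pseudocount of 0.1, 211 with an absolute log2 fold change of at least 1, 145 with ratios of group mean FPKM and 116 with mouse 817 left out. The number of genes higher in both HF-SC populations alone was 89, the paper's is about 200 in Fig 5A, read by eye, and the values that no longer differed were 206 with a pseudocount of 0.1, 237 with an absolute log2 fold change of at least 1 and 214 with ratios of group mean FPKM. The number of genes lower in b-KC Tom alone was 121, the paper's is about 210 in Fig 5A, read by eye, and the values that no longer differed were 261 with a pseudocount of 0.1, 289 with an absolute log2 fold change of at least 1 and 273 with ratios of group mean FPKM.

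The Tslp fold in HF-SC GFP was 69.2 as a ratio of mean FPKM, where the paper's fold is 12, and none of the alternatives set before the data were examined closed the gap. The Fetub fold in HF-SC GFP was 17.0, and the paper's is about 8.4 in Fig 5C, read by eye. Folds other than that of Tslp were taken to differ when one was over 1.5 times the other and the gap was over the replicate SD of the fold. The fold of 11.8 with a pseudocount of 0.1 lay within 1.5 times of the paper's. The folds of 14.0 with mouse 814 left out and 16.2 with mouse 815 left out did not, and the gap there was under the replicate SD. The Psors1c2 fold in HF-SC GFP, 22.9 where the paper's is about 9.7 in Fig 5C, read by eye, was over 1.5 times the paper's too, within the replicate SD, and differed with mouse 817 left out (32.1). Of the other folds of Fig 5C, which did not differ with all mice, Psors1c2 in b-KC GFP differed with mouse 817 left out (7.87 where the paper's is about 5.1 in Fig 5C, read by eye) and Lif in HF-SC GFP with mouse 828 left out (9.45 where the paper's is about 6 in Fig 5C, read by eye).

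Some genes the paper lists as raised were not called here. Ptgs2 in HF-SC GFP had a log2 fold change of 1.99 and was called with a pseudocount of 0.1 (2.07), with ratios of mean FPKM (2.09), with a threshold of 1, and with mouse 810, 814, 815 or 825 left out. Fetub in HF-SC GFP was called under the first 3 of these settings and with mouse 817 left out (2.14), and Lif and Klk14 in HF-SC GFP under the first 3. Klk7 in HF-SC GFP was called only with mouse 817 left out (2.93, adjusted p = 1.09e-04, limma, with adjusted p-values from 1.09e-04 to 0.241 over the alternatives). In b-KC GFP, Fetub was called with a pseudocount of 0.1, with ratios of mean FPKM and with a threshold of 1, Lif with ratios of mean FPKM and with a threshold of 1, and Psors1c2 with mouse 817 left out. The paper states that Il6 rose in the Tom populations and Il1b in b-KC Tom, in a figure whose legend does not name the assay. That legend marks significance at P under 0.05 and gives no fold threshold. A call here also requires an absolute log2 fold change of at least 2, so the criteria are unlike. In these libraries, Il6 in b-KC Tom changed by 1.17 (adjusted p = 0.176, limma) and Il1b by 1.20 (adjusted p = 0.0391, limma). Neither was called under any setting run. Both changes had the paper's direction. The adjusted p-value of Il1b lay under 0.05, so its missing call is not a conflict with the paper, while that of Il6 did not. Il1b was called in both HF-SC populations. The paper places the rise of arachidonic acid genes such as Ptgs2, and of Tnf and Il23a, in mutant HF-SCs in particular. Between HF-SC GFP and HF-SC Tom, the adjusted p-values were 0.277 for Ptgs2, 0.0641 for Tnf and 0.128 for Il23a (limma), and Tnf was also called in HF-SC Tom. Of the settings run, only the fit with mouse 817 left out brought all 3 under 0.01, at 0.00104, 0.00148 and 2.79e-06 (limma). With the mouse as a random block over all 18 libraries, chosen for this comparison after the data were seen, that of Tnf was 0.00974 (limma), and over the other alternatives they ranged up to 0.805, 0.471 and 0.718. The paper states that b-KC Tom cells lacked TSLP expression, from gene and protein measurements at a mid-term and a late stage (Fig 5D and E). In these day 7 RNA libraries, Tslp had 16.9 ± 6.35 FPKM (SD, n = 3) in b-KC Tom and 7.00 ± 0.692 (SD, n = 3) in b-KC Co. The measures are unlike, and more RNA than in Co does not show that protein was present. The paper's text assigns the largest set of lowered genes to the mutant b-KCs, whereas here 121 genes were lower in b-KC Tom alone and 13 in b-KC GFP alone. Fig 5A, read by eye, also places about 210 lowered genes in b-KC Tom alone, so this difference is with the paper's text and not with its figure.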

Other observations

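The tests on Jun, on zeros, on mouse 817 and on the folds of Fig 5C were chosen only after the results were seen.

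Jun was lower in the Tom populations than in Co, although the paper describes Tom cells as non-mutant. It reports from fluorescence microscopy that only GFP cells had lost both proteins. Whether Tom cells had lost any Jun or Junb allele cannot be read from FPKM values and was not tested. RNA from mutant cells in the sorted Tom libraries is a candidate explanation. The test set the share of the Jun loss seen in Tom against the share of the Tslp gain. In b-KCs, Tom showed 76.2% of the loss of Jun seen in GFP, 61.9% of the loss of Junb and 25.3% of the gain of Tslp. In HF-SCs these shares were 61.4%, 35.6% and 18.3%. Other genes raised in GFP gave different shares. In b-KCs and HF-SCs, Tom showed 14.3% and 7.66% of the gain of Il1a, 19.5% and 11.6% of that of Psors1c2, 33.6% and 25.9% of that of Fetub, and 65.7% and 69.9% of that of Lif, which exceeded the share of Jun in HF-SCs and of Junb in both cell types. If mutant RNA in the Tom libraries had the expression of the GFP fraction, it would bring at least its own proportion of each gain. This also requires that Tom cells themselves held no less of the gene than Co cells. Under these 2 conditions, which were not tested, the lowest share, that of Il1a, bounds the mutant RNA. The shares of Jun and Junb lay above this bound in both cell types. Under the same conditions, mutant RNA could account for only a part of the lower Jun, up to the share of Il1a. Without them, a larger part is not excluded. Immediate-early genes other than Jun and Junb fell too, with a mean log2 change of -1.11 in HF-SC Tom and -1.90 in b-KC Tom (p = 0.1 for each, exact two-sided permutation test, the smallest p that 3 mice against 3 allow). A general fall of immediate-early genes in DKO* libraries, whether from the disease or from how the cells were isolated, may therefore contribute, and these data do not separate those sources.

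Lipid metabolism genes were higher in HF-SC GFP, and RNA from sebaceous gland cells was tested as an explanation. Sebaceous marker genes outside the map were higher in HF-SC GFP by 0.50 against Co (7 of 7 genes, p = 0.400, exact two-sided permutation test) and by 0.43 against HF-SC Tom (p = 0.400, same exact test), with overlapping libraries. The pattern could not be told apart from sebaceous RNA. Leukocyte and neutrophil marker genes other than S100a8 and S100a9 rose in all 4 DKO* populations, by 0.69 in HF-SC GFP, 0.80 in HF-SC Tom, 0.51 in b-KC GFP and 0.37 in b-KC Tom, so that some leukocyte RNA in the libraries is a candidate explanation of part of the inflammatory genes.

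Krt14 and Krt15 were listed at 0 in single libraries. Krt5, the partner of Krt14, had 5198 to 7318 FPKM in the 3 b-KC libraries with Krt14 at 0 and 2753 to 5529.5 in the other b-KC libraries, which is consistent with a failed estimate and not with a loss of basal keratinocytes. No biological explanation was tested.

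In all 4 libraries of mouse 817, Skint3 and Skint9 were listed at 0, while the lowest values in the libraries of mice 814 and 815 were 1.95 and 1.32 FPKM. The 2 genes lie 85.5 kb apart on chromosome 4 (NCBIM37). Skint genes form a family of similar genes, so their reads are uncertain. A strain variant against the reference in that mouse may explain this, but the FPKM values cannot show it, and no biological explanation was tested. Csn1s1, on chromosome 5, had at most 0.0915 FPKM in mouse 817 and at least 1.33 in mice 814 and 815. Xist had at most 0.0395 FPKM in mouse 817 and at least 7.30 in mice 814 and 815, so mouse 817 also differed from them in sex. Control mouse 810 had the same sex pattern as 817, and each HF-SC Co library had at least 131 implied reads of Skint9. Its 0 values therefore do not follow sex alone. Otherwise sex was not separated from other differences of mouse 817, here or in the fits that left it out.

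The folds of Fig 5C were compared with 8 formulas on the same FPKM values, and the formula 2 times the log2 of the ratio of means came closest. It gave 12.2 for Tslp in HF-SC GFP and 5.44 in b-KC GFP, and its largest difference from the 8 folds was 0.661, against 57.2 for the plain ratio and 5.89 for the log2 of the ratio, the next closest. That the figure gives such values is a hypothesis. It was chosen on the 8 values it was compared with, the b-KC folds hardly separate it from the plain ratio, and the paper's text does not describe the calculation, so the match could be a coincidence.

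The legend of Fig EV4F to L does not name the assay behind its single genes, so the RNA-seq values of those genes are given here. Il1a (chromosome 2, 129125346 to 129135708, NCBIM37) had 69.1 ± 26.8 FPKM (SD, n = 3) in HF-SC GFP, 6.06 ± 0.441 (SD, n = 3) in HF-SC Tom and 0.829 ± 0.197 (SD, n = 3) in HF-SC Co, and differed between the HF-SC fractions by 3.23 on the log2 scale (adjusted p = 1.50e-05, limma, Benjamini-Hochberg adjustment). Tnf (chromosome 17, 35336326 to 35338952) was called in HF-SC GFP, at a log2 fold change of 2.91, and in HF-SC Tom, at 2.04. Il23a (chromosome 10, 127733196 to 127735140) was called in HF-SC GFP at 2.73. Without the mouse as a block, neither differed between the HF-SC fractions at an adjusted p-value under 0.01, with adjusted p-values of 0.0641 for Tnf and 0.128 for Il23a (limma). With the mouse as a random block, chosen for this comparison after the data were seen, Tnf passed this threshold. Both genes passed it with mouse 817 left out. Il6 (chromosome 5, 30339701 to 30346508) had 401, 200.1 and 27.8 FPKM in HF-SC Tom of mice 814, 815 and 817, 35.1, 14.4 and 13.8 in HF-SC Co and 7.91, 5.30 and 3.29 in HF-SC GFP. It was called in HF-SC Tom at 2.72 (adjusted p = 0.00498, limma), although the ranges of the Tom and Co libraries overlapped. With the endothelial score as a covariate, its change in HF-SC Tom was -1.95. Il1b (chromosome 2, 129190306 to 129196875) was called in HF-SC GFP, at 2.65, and HF-SC Tom, at 2.83, and changed by 1.20 in b-KC Tom (adjusted p = 0.0391, limma) and 1.42 in b-KC GFP (adjusted p = 0.0198, limma).

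The list of 8 bulge marker genes changed by -0.68 in HF-SC GFP (p = 0.400, exact two-sided permutation test) and -0.78 in HF-SC Tom (p = 0.300, same exact test), with Krt15 listed at 0 in HF-SC Co of mouse 828. Without Krt15, a choice made after the data were seen, the other 7 genes were all lower in both populations, with mean changes of -1.21 in HF-SC GFP and -1.31 in HF-SC Tom and no overlap with Co (p = 0.1 for each, exact two-sided permutation test, the smallest p that 3 mice against 3 allow). Among single bulge genes, Lgr5 changed by -1.68 in HF-SC GFP and -1.93 in HF-SC Tom, Lhx2 by -1.66 and -2.29, and Cd34, the sorting marker, by -1.89 and -1.35 on the log2 scale, with adjusted p-values from 5.10e-06 to 0.00575 (limma).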
